# Long-Fiber Carbon Nanotubes Replicate Asbestos-Induced Mesothelioma with Disruption of the Tumor Suppressor Gene *Cdkn2a* (*Ink4a/Arf*)

**DOI:** 10.1016/j.cub.2017.09.007

**Published:** 2017-11-06

**Authors:** Tatyana Chernova, Fiona A. Murphy, Sara Galavotti, Xiao-Ming Sun, Ian R. Powley, Stefano Grosso, Anja Schinwald, Joaquin Zacarias-Cabeza, Kate M. Dudek, David Dinsdale, John Le Quesne, Jonathan Bennett, Apostolos Nakas, Peter Greaves, Craig A. Poland, Ken Donaldson, Martin Bushell, Anne E. Willis, Marion MacFarlane

**Keywords:** asbestos, mesothelioma, carbon nanotubes, tumor suppressor genes, epigenetics, hypermethylation, *CDKN2A*, toxicity

## Abstract

Mesothelioma is a fatal tumor of the pleura and is strongly associated with asbestos exposure. The molecular mechanisms underlying the long latency period of mesothelioma and driving carcinogenesis are unknown. Moreover, late diagnosis means that mesothelioma research is commonly focused on end-stage disease. Although disruption of the *CDKN2A* (*INK4A/ARF*) locus has been reported in end-stage disease, information is lacking on the status of this key tumor suppressor gene in pleural lesions preceding mesothelioma. Manufactured carbon nanotubes (CNTs) are similar to asbestos in terms of their fibrous shape and biopersistent properties and thus may pose an asbestos-like inhalation hazard. Here we show that instillation of either long CNTs or long asbestos fibers into the pleural cavity of mice induces mesothelioma that exhibits common key pro-oncogenic molecular events throughout the latency period of disease progression. Sustained activation of pro-oncogenic signaling pathways, increased proliferation, and oxidative DNA damage form a common molecular signature of long-CNT- and long-asbestos-fiber-induced pathology. We show that hypermethylation of *p16/Ink4a* and *p19/Arf* in CNT- and asbestos-induced inflammatory lesions precedes mesothelioma; this results in silencing of *Cdkn2a* (*Ink4a/Arf*) and loss of p16 and p19 protein, consistent with epigenetic alterations playing a gatekeeper role in cancer. In end-stage mesothelioma, silencing of *p16/Ink4a* is sustained and deletion of *p19/Arf* is detected, recapitulating human disease. This study addresses the long-standing question of which early molecular changes drive carcinogenesis during the long latency period of mesothelioma development and shows that CNT and asbestos pose a similar health hazard.

## Highlights

• Long-fiber carbon nanotubes induce malignant mesothelioma with loss of *Cdkn2a*
• Long-fiber carbon nanotube tumors replicate asbestos-induced mesothelioma in humans
• *Cdkn2a* hypermethylation during disease latency precedes fiber-induced mesothelioma
• Long-fiber carbon nanotubes pose an asbestos-like hazard

## Introduction

Malignant mesothelioma is an aggressive, incurable tumor strongly associated with asbestos exposure and with increasing incidence reported worldwide. Length-dependent retention of asbestos fibers in the pleural cavity is crucial for disease development, with chronic inflammation playing an important role in carcinogenesis [1, 2]. The latency period of this disease extends to 40 years, and molecular events leading to malignant transformation are poorly understood. Mesothelioma in humans is considered to be a “disease of gene loss,” rather than being associated with driver mutations [3]. Genetic analyses identified several key genetic alterations in end-stage disease, with most common deletions or mutations in *CDKN2A*, *NF2*, and *BAP1* genes [4], and suggested that two main pathways, p53/DNA repair and PI3K-AKT, were associated with mesothelioma progression [5]. Compromised antioxidant response due to mutation of DNA repair genes may also contribute to oncogenesis [6]. Epigenetic alterations play a gatekeeper role in cancer as they are the earliest observable genetic change [7]. DNA hypermethylation is commonly associated with tumor suppressor gene silencing. Transcriptional inactivation of these genes and the loss of their functions most frequently occur during the early stages of the carcinogenesis and at the pre-cancerous stages of tumor [7, 8]. Although disruption of the *CDKN2A* locus, including *p16/INK4A* silencing, has been reported in end-stage disease [4, 9], the key molecular events that occur during the long latency period of mesothelioma are unknown. Due to their high aspect ratio and biopersistent properties, carbon nanotubes (CNTs) may pose an asbestos-like inhalation hazard [10, 11, 12]. Several thousand tons of CNTs are produced each year, and these new compounds have many commercial and medical applications, including their incorporation into sports equipment, computers, and building materials. *In vivo* studies have indicated that CNTs can cause sustained inflammation and fibrosis of the pleura [1] and can also induce tumor development; however, this has only been shown in genetically susceptible or peritoneally exposed rodent models [12, 13, 14, 15]. Data comparing prolonged pleural exposure of wild-type animals to occupationally relevant doses of CNTs or asbestos is lacking, and the molecular mechanisms underlying fiber-induced carcinogenesis have not been explored [16].

Here we investigate the effect of instillation of long CNTs and long asbestos into the pleural cavity of mice, the major site of tumor development in humans. We show that long CNTs and long asbestos induce mesothelioma with deletion of *p19/Arf* and silencing of *p16/Ink4a*, highlighting that epigenetic alterations play a gatekeeper role in mesothelioma. Importantly, this study identifies, for the first time, key molecular events underlying progression of long-CNT-induced inflammatory lesions to malignant mesothelioma and addresses the long-standing question of which molecular changes drive carcinogenesis during the latency period of asbestos-induced mesothelioma.

## Results

### Common Molecular Signature of Inflammatory Lesions Induced by Asbestos and CNTs

In three parallel studies, we exposed mice to low, occupationally relevant doses of CNTs, consecutively reducing the dose and increasing exposure time: 5 μg/mouse for 1–12 weeks; 2.5 μg for 1 year; and 1 μg, 0.5 μg, and 0.2 μg for up to 20 months. In each study, a comparator group of animals was subjected to 25 μg amosite asbestos fiber exposure. Long (pathogenic) and short (not associated with disease) fiber amosite asbestos (LFA and SFA, respectively; [17, 18]) and long and short CNTs (LNTs and SNTs, respectively) were injected into the pleural cavity of mice, the major site of mesothelioma development (Figure S1 and STAR Methods), and the responses along the pleura were assessed at time points up to 20 months post-injection. This approach reflects the localization of fibers in the pleural space observed after translocation of fibers from the lungs [19].

Direct instillation of long, but not short, asbestos and CNTs into the pleural cavity of mice resulted in the development and marked progression of inflammatory lesions along the pleura (Figure 1A). The cellular profile of the lesions, comprising mesothelial cells and stromal cells as assessed by immunostaining, reflected the transition from acute to chronic inflammation [20] and was similar for both LFA and LNTs at 1 week, 12 weeks, and 6 months post-injection (Figures 1B and 2A).

**Figure 1:**
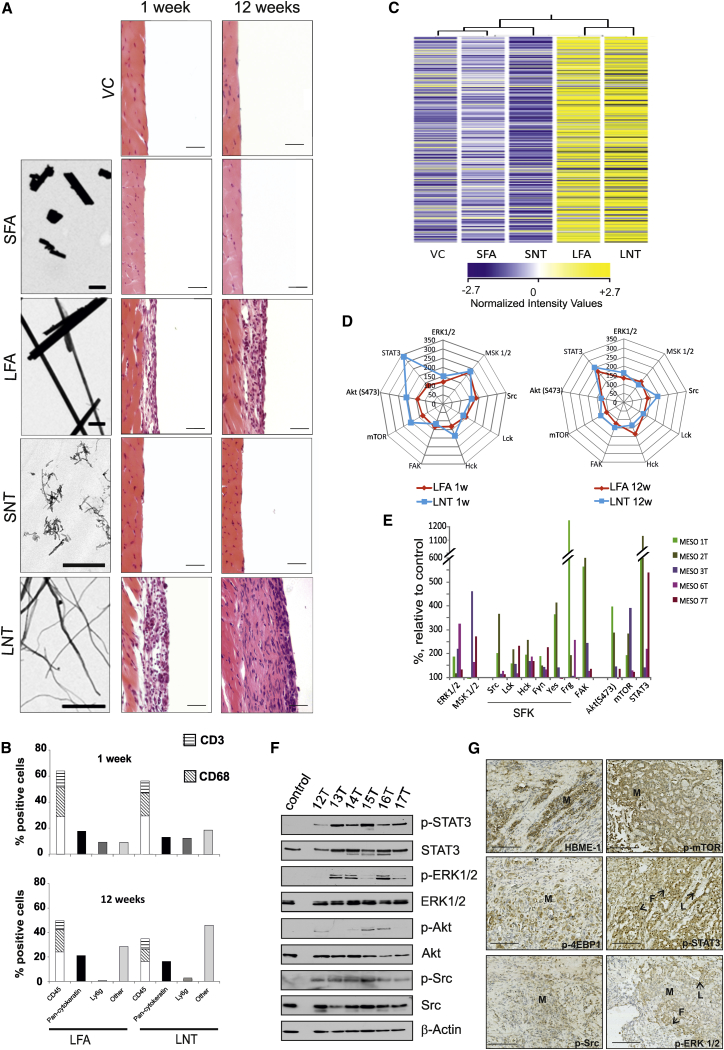
Asbestos and CNT Fiber-Induced Pleural Lesions Exhibit Common Length-Dependent Molecular Changes (A) Left: transmission electron microscopy (TEM) images of the fiber panel; scale bars, 1 μm. Right: hematoxylin and eosin (H&E) images of the chest wall of mice at 1 and 12 weeks post-injection of the fiber panel (SFA, SNT, LFA, or LNT) compared to VC. Scale bars, 20 μm. (B) Cell types within the lesion were quantified (700–1,000 cells per cell marker, per treatment group; n = 4 per group) according to immunostaining (Figure S2) at 1 week and 12 weeks. (C) Gene expression pattern in control and fiber-exposed animals at 12 weeks post-injection. The heatmap displays the expression level of mRNAs extracted from the diaphragms of animals exposed to SFA, SNT, LFA, or LNT and VC (n = 4 per group). Legend bar shows the color code for the normalized intensity values. (D and E) Antibody array-based kinome profiling. (D) Common pattern of kinase activation induced by exposure to LFA and LNT at 1 and 12 weeks relative to VC (100%). (E) Activation of signaling pathways in human mesothelioma tissue from five patients is shown relative to kinase activity in normal primary mesothelial cells (control). (F) Human mesothelioma tissue was analyzed for phospho-STAT3 (Y705), phospho-ERK1/2 (T202/204), phospho-Akt (S473), and phospho-Src (Y418) by western blotting and compared to normal primary mesothelial cells (control). Representative data from six patients are shown. (G) Immunostaining of signaling proteins in paraffin-embedded sections of human mesothelioma tissue in relation to cancerous (M) and non-cancerous (L, lymphocytes; F, fibroblasts) cells. Representative data from three patients are shown. Scale bars, 100 μm. See also Figures S1–S3 and Tables S1–S3.

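The deposited data hold a table of normalized values from GeneSpring beside the scanner output. Over the probes in both, its group means followed those computed from the scanner output with r between 0.998 and 0.999 and a median absolute difference of 0.02 to 0.03 (log2). On the 2175 probes that differed in any fiber group, 1356 were higher on average in LFA and LNT than in VC and 819 were lower. Without SNT replicate 4 the majority reversed, with 1599 higher and 2305 lower of 3904 probes. It held with any other single array left out. With each group mean set relative to the median of the probe over the 20 arrays, the 1356 higher probes had a median of 1.00 in LFA and 1.28 in LNT. They were at −0.56 in VC, −0.29 in SFA, and −0.80 in SNT. The lower probes had a median of −0.55 in LFA and −0.70 in LNT, against 0.59 in VC, 0.23 in SFA, and 0.37 in SNT. From the authors' table the higher probes gave 1.03 in LFA, 1.28 in LNT, and −0.57 in VC. Among the higher probes, 99.8% lay above 0 in LFA and 99.9% in LNT, as did 8.78% in SFA, 1.40% in VC, and 1.33% in SNT.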

**Figure 2:**
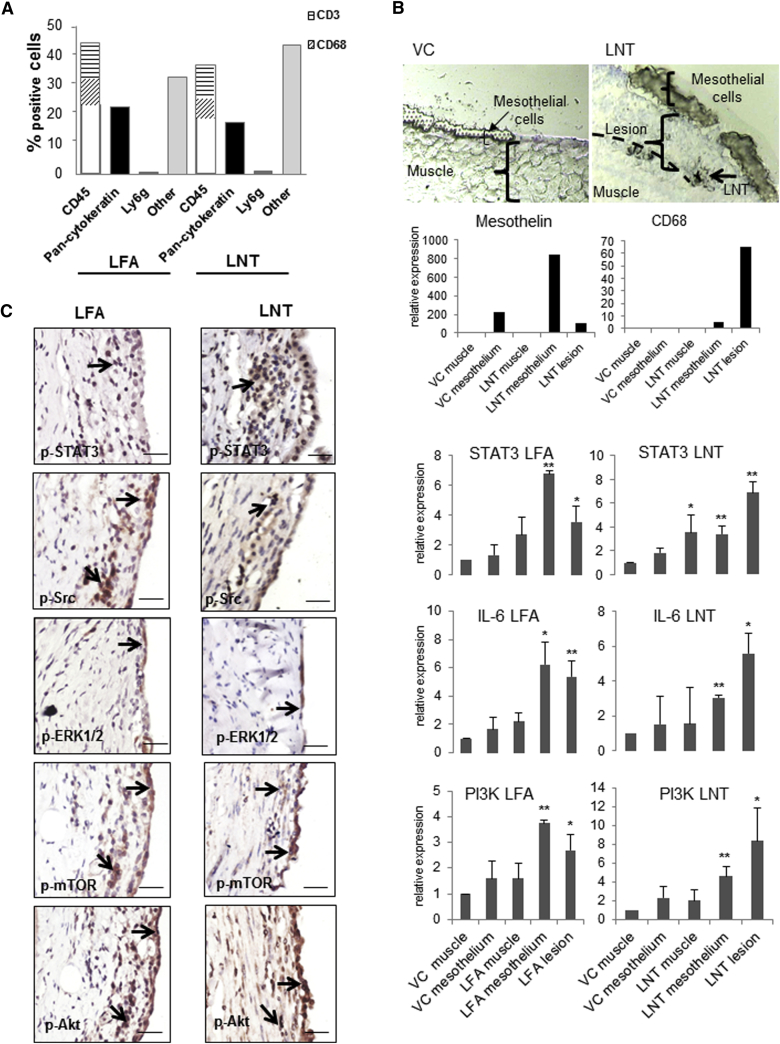
Sustained Inflammation and Activation of Pro-oncogenic Signaling Pathways in LFA- and LNT-Induced Lesions at 6 Months Post-injection (A) Cell types in LFA- and LNT-induced inflammatory lesions at 6 months post-injection were quantified by immunostaining with a panel of cell markers (pan-cytokeratin, mesothelial cells; CD68, macrophages; CD45, leukocytes; CD3, T cells; Ly6g, granulocytes). (B) Specific areas of tissue were isolated from fresh frozen diaphragms (n = 4) by laser microdissection in order to examine gene expression levels in different cell types (muscle, mesothelium, and lesion). For validation of the cell-type selection, the expression level of the cell markers mesothelin and CD68 in the different areas sampled was measured by qPCR. The expression level of the genes encoding STAT3, IL-6, and PI3K was examined by qPCR in muscle, mesothelium, and lesion (where present) microdissected from mice exposed to VC, LFA, or LNT at 12 weeks post-injection. ^∗^p < 0.05, ^∗∗^p < 0.01. (C) Activation of signaling pathways in the chest wall tissue of mice 6 months post-injection was analyzed by immunostaining. Positive staining for signaling proteins was observed in both mesothelial and non-mesothelial cells (black arrows). Scale bar, 20 μm. See also Figure S4.

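The RNA came from the part of the diaphragm that was snap frozen from female C57BL/6 mice, taken 12 weeks after injection into the pleural cavity. There were 5 groups of 4 mice, given vehicle alone, 25 μg of SFA or LFA, or 5 μg of SNT or LNT. Each sample was hybridized to its own array. The deposited scanner output gives 59305 noncontrol spots per array, which belong to 55681 probes. Between 53.0% and 68.1% of the spots on an array were well above background. The 75th percentile of the signal ranged from 294 to 996 between arrays, with a median of 575 in VC, 553 in SFA, 716 in LFA, 455 in SNT, and 816 in LNT. Each log2 signal was set relative to the 75th percentile of its array. A probe was tested when it was well above background on at least 4 of the 20 arrays, which left 36930 probes. All arrays were fitted together in limma, and a probe was called when it changed at least 2-fold with a Benjamini-Hochberg adjusted p under 0.05. Arrays were also simulated from the probe means and residual SDs of all 20 arrays, with 200 of 36930 probes changed between LFA and VC. Of the probes changed by 1.5 on the log2 scale 29.7% were called, 57.6% of those changed by 2, and 92.0% of those changed by 4. Many changes of 4-fold or less were thus missed in this simulation with 4 mice per group. In the real arrays more probes changed, with 1455 called in LFA, which eases the adjusted threshold. The share missed there may therefore be smaller, and it was not measured. The arrays lay on 3 slides, with each group spread over 2 or 3 of them.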

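Against VC, 1455 probes were called in LFA-exposed mice, 821 higher and 634 lower, and 2514 in LNT-exposed mice, 1340 higher and 1174 lower. Over the alternatives the LFA count ran from 466, without LFA replicate 2, to 2869, with an index of 5′ against 3′ probe signal as a covariate, which was chosen after seeing the data. The LNT count fell to 1391 without LNT replicate 4, and without SNT replicate 4 the counts were 2639 for LFA and 3095 for LNT. With slide as a block in the fit, 899 probes were called in LFA and 1328 in LNT. No probe was called by limma in SFA (0) or SNT (0), where 843 and 1288 probes had an unadjusted p under 0.05, against 8813 in LFA and 8691 in LNT. The median change over all tested probes was −0.28 (log2) in LFA, −0.25 in LNT, −0.10 in SFA, and −0.06 in SNT. Quantile normalization moved the LFA and LNT medians to −0.11 each and gave 932 higher and 363 lower probes in LFA and 1505 higher and 663 lower in LNT.
All 1455 probes called in LFA changed in the same direction in LNT, and all 2514 probes called in LNT changed in the same direction in LFA, where both comparisons share the VC arrays. There were 1206 probes called in both, 786 higher and 420 lower, which is 82.9% of the LFA calls. Every LFA and LNT array lay beyond every VC array on the same side for 4260 of the 36838 tested probes with no missing value (11.6%), an arrangement that chance gives for 0.404% of unselected probes. It held for 1120 of the 1206, which had been selected for differing from the same VC arrays. The number called in both that was still called in both fell to 409 without LFA replicate 2. Directly between LFA and LNT, limma called 0 probes, with 572 at an unadjusted p under 0.05. Over the tested probes, which are not independent replicates, the changes in LFA and in LNT had a Pearson r of 0.85. Since both changes share the VC arrays, unchanged groups set against the same arrays were simulated 1000 times, which gave a median r of 0.53 and a value at least as large in 42 draws. Each long fiber was also compared with the short form of the same material. LFA differed from SFA in 429 probes, 380 of them higher in LFA, and LNT from SNT in 2806, 1807 of them higher in LNT. Without LFA replicate 2 the first count was 155. The second was 1743 without LNT replicate 2, 1241 of them higher in LNT. Without SNT replicate 4 it was 5499, with 2125 higher and 3374 lower, so the majority of higher probes did not hold there. The slides were unevenly shared, since 3 of the 4 LNT arrays lay on a slide with no SNT array. With slide as a block LNT differed from SNT in 756 probes, 660 higher and 96 lower in LNT, and LFA from SFA in 320. The r between these changes was 0.63, where no control is shared, and 26 of 1000 simulated draws were at least as large. It was 0.52 with the slide block.
Among the probes with a gene symbol that changed on every array, Calca rose by 5.43 ± 0.63 (log2 change ± SE, n = 4) in LFA and by 6.85 ± 0.63 in LNT (limma adjusted p = 0.000152 and 9.93e-06). Its probe lies on chromosome 7 at 121775204 to 121775263 (NCBI37), and a second Calca probe rose by 2.13 and 2.72. Ccl8 was at 1.41 ± 0.91 (mean log2 signal ± SD) in VC, 1.73 ± 0.81 in SFA, and 1.18 ± 0.63 in SNT, and at 5.96 ± 0.78 in LFA and 6.50 ± 0.55 in LNT. Fam162b was not well above background in any VC, SFA, or SNT array and was at least 11.5-fold higher in LFA and at least 14.9-fold higher in LNT, although VC replicate 2 read above the other VC arrays. Olr1 was not well above background in any VC or SNT array, but was so on 1 SFA array, and was at least 8.57-fold higher in LFA and 11.6-fold higher in LNT than in VC. Cxcl5, Saa3, Clec4n, and Atp6v0d2 rose by between 4.14 and 5.69 in both groups, with single high arrays for Cxcl5 in LFA (replicate 4) and Clec4n in LNT (replicate 2). Among the decreased probes, Timp4 went from 2.55 ± 0.48 in VC to 0.22 ± 0.80 in LFA and −0.38 ± 0.44 in LNT (limma adjusted p = 0.00960 and 0.000938). It was also at 1.43 ± 0.25 in SFA and 1.37 ± 1.07 in SNT, every array below every VC array, with SNT replicate 4 below the rest of its group, although neither was called (limma unadjusted p = 0.0254 and 0.0198). 5730419F03Rik and 4933405E24Rik changed by between −2.70 and −3.63, the latter with SNT replicate 4 above its group. Prl2a1 was not well above background in LFA or LNT and was at least 2.30-fold and 2.24-fold lower, and with single arrays left out its limma adjusted p rose to as much as 0.101 in LFA and 0.0803 in LNT.

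**Figure D1:**
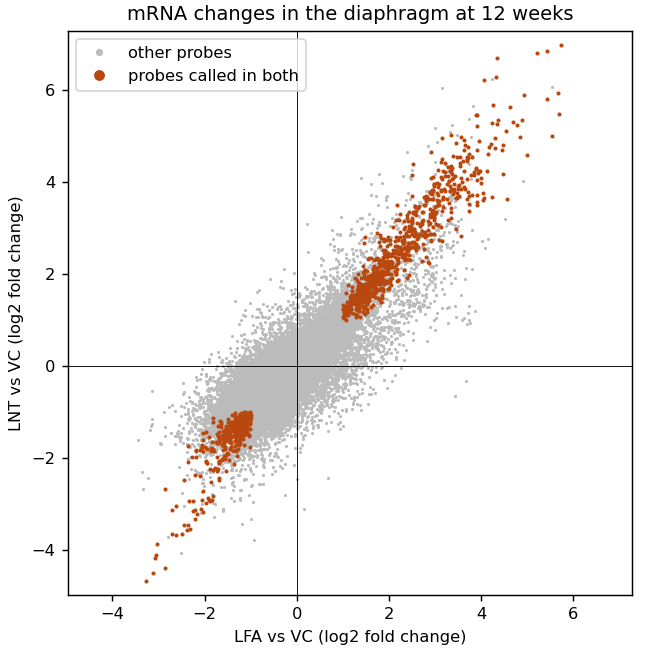
Log2 change of each tested probe against VC in LFA (x axis) and LNT (y axis), with the 1206 probes called in both in color and the other probes in gray. The called probes lie in the upper right and lower left, with 786 higher and 420 lower.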

mRNA array analysis (GEO: GSE51636) showed a common pattern of gene expression changes in both LFA- and LNT-induced lesions. 

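A total of 2175 probes differed by 2-fold or more between VC and at least 1 fiber group and passed limma's test over the 4 fiber groups. Their number moved between 1410 without LNT replicate 4 and 3904 without SNT replicate 4. On these probes the Euclidean distance between arrays had a median of 40.6 among the 28 pairs of LFA and LNT arrays and of 46.3 among the 66 pairs of VC, SFA, and SNT arrays. Between both sets the 96 distances had a median of 102 and ran from 58.5 to 135, against 25.0 to 62.2 and 32.8 to 63.3 within the sets. Average linkage put the 8 long-fiber arrays on 1 branch and the other 12 on the other, and complete linkage and a distance of 1 minus Pearson correlation gave this split too. The mean silhouette of this division was 0.544, all 20 arrays lay nearer to their own side, and leaving out each array in turn gave 0.496 to 0.581. The lowest single value, 0.278, was that of LFA replicate 3.
These probes were chosen for differing from VC, so the distances were also computed without that choice. Over all 36930 detected probes the silhouette was 0.127, with 17 of 20 arrays nearer to their own side, and 128 of the 125970 possible divisions into 8 and 12 arrays did as well (exact p = 0.00102, one-sided). The tree of single arrays then first split off LFA replicate 3 with SNT replicate 4, while the tree of the 5 group means put LFA with LNT. Over the 1000 probes with the largest variance the silhouette was 0.104, 18 arrays lay nearer to their own side, and the first branch mixed LFA, SFA, and SNT arrays. Between the group means of the 2175 probes, LFA and LNT were 26.7 apart, VC and SNT 25.2, VC and SFA 26.4, and SFA and SNT 29.7. The distance from VC was 85.9 for LFA and 103 for LNT.

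**Figure D2:**
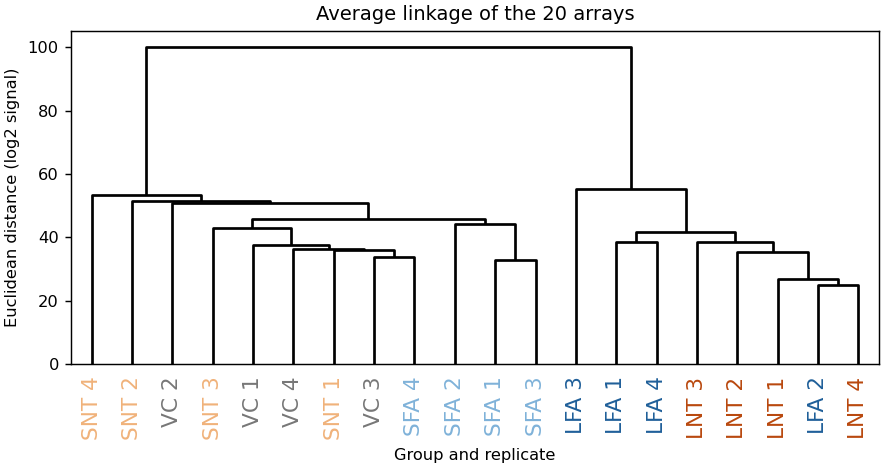
Average linkage tree of the 20 arrays on the 2175 probes, with Euclidean distance on the distance axis and array names colored by group. The 8 LFA and LNT arrays form 1 branch, and the 12 VC, SFA, and SNT arrays the other.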

When analyzed using hierarchical clustering, the samples from LFA- and LNT-exposed mice clustered together, whereas vehicle control (VC), SFA, and SNT groups formed a separate cluster (Figure 1C). The major network identified was associated with the inflammatory response (Table S1). 

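The network software was not used here, and the functions that Table S1 names were instead followed with 9 lists of genes, written from general knowledge without regard to the array values, beside 10 lists of cell type markers. For each mouse a list's score was the mean log2 signal of its genes relative to VC. The inflammatory response list, with 39 genes measured, rose by 1.96 ± 0.50 (mean ± SD, n = 4) in LFA and by 2.14 ± 0.26 in LNT, against an SD of 0.35 in VC. Every LFA and LNT mouse scored above every VC mouse (exact permutation p = 0.0286 each, two-sided, the smallest that 4 against 4 can give, and 0.0944 adjusted over the 76 comparisons of lists with VC). The score was 0.30 ± 0.27 in SFA and lay between −0.39 and 0.37 in SNT, within or near the spread of VC. Of its genes 36 were higher in LFA and 35 in LNT, while the median of all genes was −0.24 in both. Tested against all other genes with camera at a preset correlation of 0.01, it had the smallest p of the 19 lists in LFA (limma camera, adjusted p = 1.68e-24) and was surpassed only by the macrophage list in LNT (6.59e-26). With the correlation estimated from the data the adjusted p was 0.0177 in both, and with fry 5.29e-05 and 2.31e-05. The first place in LFA did not hold under these, since the macrophage list had the smaller adjusted p there with the estimated correlation (0.0113), with fry (7.18e-06), and with camera after normexp or quantile normalization. In LFA 20 of its genes were called by limma over all probes and 24 when adjusted over the list alone, and in LNT 25 and 27. In SFA and SNT limma called 0 by either adjustment, with 1 and 3 genes at an unadjusted p under 0.05. Camera at the preset correlation also passed this list in SFA (adjusted p = 9.41e-05), with 29 of 39 genes higher, but not in SNT (0.788). With the estimated correlation (0.294) and with fry (0.500) it did not pass in SFA.
Camera passed 16 of the 19 lists in LFA, 15 in LNT, 12 in SFA, and 11 in SNT. With fry 11 of them held in LFA, 13 in LNT, and 0 in SFA and SNT, and with an estimated correlation 6, 6, 0, and 0. Complement genes rose by 1.31 ± 0.18 in LFA and 1.42 ± 0.15 in LNT, and were at 0.42 ± 0.67 in SNT, where replicates 3 and 4, the arrays with the most liver transcripts, scored 0.96 and 0.99. Cell cycle genes rose by 1.31 ± 0.32 and 1.41 ± 0.48. Genes of cellular movement rose by 1.15 and 1.44, with SFA replicate 2 below its group, and those of the hematological system by 1.12 and 1.46, with VC replicate 3 above its group. The humoral immune response list rose by 0.86 in LFA, where 3 of 4 mice scored above all VC mice, and by 1.05 in LNT. Smaller changes were seen for cellular assembly and organization, at 0.46 and 0.51, and for DNA replication and repair, at 0.35 and 0.43, where only 1 mouse of each group scored above all VC mice. Protein synthesis genes were at −0.21 in LFA and −0.32 in LNT, close to the median of all genes. In LFA 2 mice and in LNT 3 scored below all VC mice, of which VC replicate 2 stood high at 0.79, and LNT replicate 2 lay above its group (exact permutation p = 0.657 and 0.343). Under quantile normalization they were at 0.14 and 0.15. From the arrays the paper states that LFA and LNT share a pattern of expression, shows their grouping in Fig. 1C, and names the inflammatory response as the major network in Table S1. It turns from there to the signaling pathways active in the exposed tissue.

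**Figure D3:**
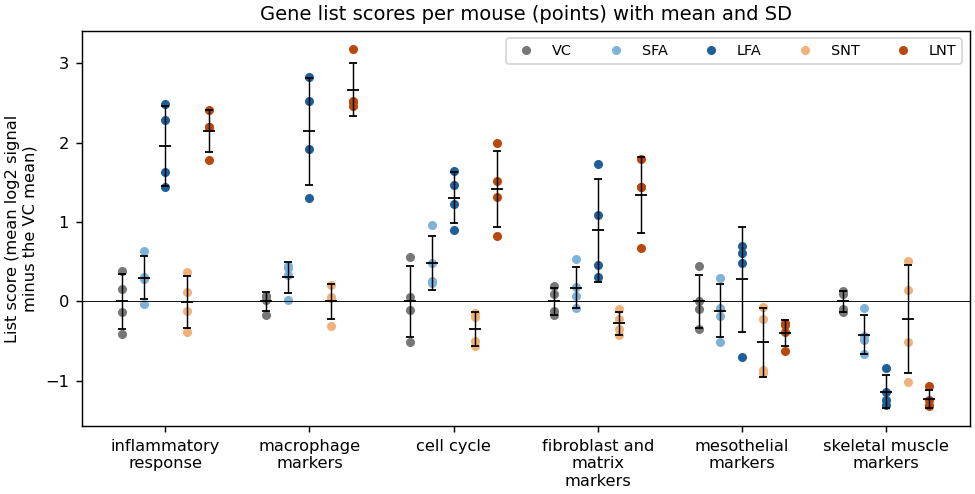
Scores of the inflammatory response, cell cycle, macrophage, fibroblast and matrix, mesothelial, and skeletal muscle lists in each mouse (points) with the group mean and SD (bars), as mean log2 signal relative to VC on the y axis. The inflammatory response scores of the LFA and LNT mice lie above those of all VC mice.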

To examine which signaling pathways were activated in CNT-exposed tissues, we determined the status of 64 kinases in pleurae from fiber-exposed and control animals. Antibody-based array analysis showed activation of pro-oncogenic signaling pathways, including Src family kinases, Akt, mTOR, ERK1/2, and STAT3, that was sustained in the pleurae of animals exposed to long, but not short, fibers (Figure S3). Acute and sustained kinase activation in both LFA- and LNT-exposed pleurae was strikingly similar, both in terms of the specific pathways identified and in their degree of activation (Figure 1D). Importantly, stimulation of these pathways was also observed in human mesothelioma tumor tissue from five patients compared to normal primary mesothelial cells (Figures 1E and 1F). Immunostaining of mesothelioma patient tissue demonstrated positive staining for the mesothelial marker HBME-1 and phosphorylated mTOR, 4EBP1, and Src in mesothelioma cells, as well as phospho-ERK1/2 in mesothelioma cells and fibroblasts, while phospho-STAT3 was predominant in lymphocytes and fibroblasts (Figure 1G).

Similar to that observed in mesothelioma patient samples, specific signaling pathways were activated in different cell types within LFA- and LNT-induced lesions. Thus, activation of ERK was restricted to the mesothelial cells overlaying the inflammatory lesions; Src, mTOR, and Akt were stimulated in both mesothelial cells and stroma, whereas STAT3 activation was most apparent in the stroma (Figure S4).

STAT3 expression is known to link inflammation and cancer [21]; therefore, to dissect the role of *Stat3* and related genes, we isolated mRNA from specific areas of the lesions by laser microdissection (Figure 2B), thus enabling quantification of gene expression to be correlated to different cell types (mesothelial cells and stroma). *Stat3* was upregulated (>3-fold) in both the mesothelial layer and stroma isolated from animals exposed to either LFA or LNTs, and its expression correlated with mRNA levels of *IL-6*, a well-characterized inducer of STAT3 in the IL-6/JAK2/STAT3 cascade [22, 23]. Signaling via the PI3K/mTOR axis is also important in asbestos-induced carcinogenesis [24]; consistent with this, the *Pik3cg* gene was upregulated in both LFA- and LNT-treated mice (Figure 2B).

### Progression of Fiber-Induced Lesions Is Characterized by Increased Proliferation and Oxidative DNA Damage

At 6 months post-injection, both LFA- and LNT-induced lesions expanded to become contiguous with the surface of the chest wall and diaphragm (Figure 3A), containing zones of dense fibrous stroma, active fibroblasts, and scattered mononuclear cells. Again, a distinct pattern of signaling pathway activation was common to both LFA- and LNT-induced lesions (Figure 2C). To assess the extent of proliferation resulting from sustained aberrant signaling, we examined expression of the proliferation marker Ki-67 and the mitotic marker p-Histone H3. Increased phosphorylation of Histone H3 is also associated with chromatin accessibility and forms part of an epigenetic regulatory mechanism required for malignant transformation [25, 26]. A sustained increase in proliferating cells was seen throughout both LFA- and LNT-induced lesions (Figure 3B). Oxidative DNA damage is often characteristic of chronic inflammation [27] and facilitates epigenetic modifications, thereby promoting carcinogenesis [28]. Importantly, the level of 8-hydroxy-2′-deoxyguanosine (8-OHdG), a marker of oxidative stress and genotoxicity, progressively increased to a similar degree in DNA samples from both LFA- and LNT-induced lesions (Figure 3C).

**Figure 3:**
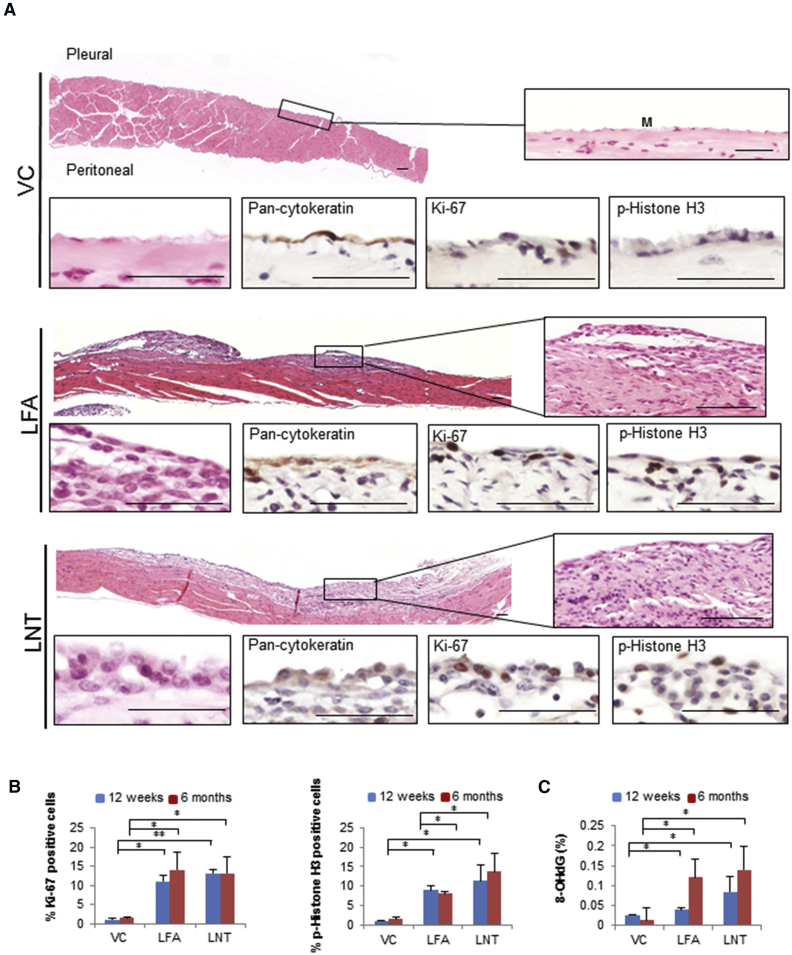
Progressing LNT-Induced Inflammatory Lesions Display Increased Proliferation and DNA Damage (A) Representative H&E-stained sections of pleurae from VC-, LFA-, and LNT-exposed mice at 6 months post-injection. Callouts show plump proliferating mesothelial cells (M) on the pleural surface of LFA- and LNT-exposed mice (positive for pan-cytokeratin; proliferation marker, Ki-67; and mitotic marker, p-Histone H3). Scale bars, 50 μm. (B) Increased proliferation in lesions of LFA- and LNT-exposed mice at 12 weeks and 6 months post-injection compared to VC, quantified by cells stained positively for Ki-67 and p-Histone H3 (700–1,000 cells per cell marker, per animal; n = 3 per group). (C) Sustained DNA damage in LFA- and LNT-induced lesions. The percentage of genomic DNA containing 8-hydroxy-2′-deoxyguanosine (8-OHdG) progressively increased in diaphragms of mice exposed to LFA or LNT compared to VC (n = 4 per group). Graphs (B and C) show mean ± SD; ^∗^p < 0.05, ^∗∗^p < 0.01 (two-tailed Student’s t test).

### LNTs and LFA Display Similar Carcinogenic Potential in the Pleura of Exposed Animals

To explore the carcinogenic potential of long fibers in the pleura, we examined fiber-induced pathology at later time points (12–20 months) following exposure to LNTs or LFA. All fiber-exposed animals displayed advanced pleural lesions with mesothelial hyperplasia, fibrosis, and chronic inflammation (Figures 4A and 5A). In 10%–25% of animals across three independent studies, LNT-induced lesions progressed to pleural mesothelioma (1/4 wild-type animals exposed to 2.5 μg LNTs for 1 year; 1/4 animals exposed to 1 μg LNTs for 18 months, 1/5 animals exposed to 0.5 μg LNTs, and 1/12 animals exposed to 0.2 μg LNTs for 20 months) (Figures 4A, S5, and S7). Out of 32 animals exposed to asbestos (25 μg or 50 μg) for 18–20 months, three mice developed mesothelioma (Figure S6). This incidence of mesothelioma is consistent with the 15%–37% (overall or high levels of exposure, respectively) reported in humans exposed to asbestos [29].

**Figure 4:**
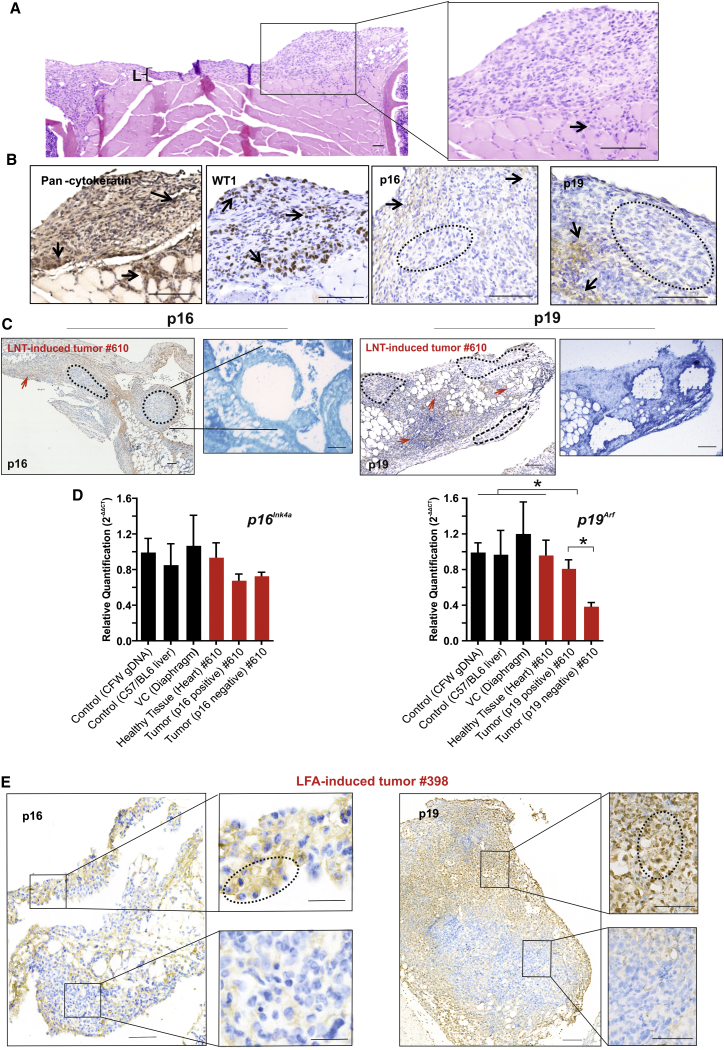
LNT- and LFA-Induced Inflammatory Lesions Progress to Malignant Mesothelioma with Disruption of *Cdkn2a* Gene and Encoded Proteins (A) LNT-induced mesothelioma at 12 months post-injection (animal ID: no. 610). The callout shows the mesothelioma composed of pleomorphic epithelioid tumor cells infiltrating into the underlying muscle (arrow). Adjacent to the tumor is an inflammatory lesion (L). Scale bars, 100 μm. (B) Immunostaining of LNT-induced mesothelioma (animal ID: no. 610). Tumor cells stained positively for the mesothelial cell markers pan-cytokeratin and WT1 (arrows); the tumor areas stained positively (arrows) or negatively (circle) for the *Cdkn2a*-encoded proteins p16 and p19. Scale bars, 100 μm. (C) Immunostaining of LNT-induced tumor (animal ID: no. 610) for p16 and p19. Negatively (circled) and positively (red arrows) stained areas were dissected and collected by power-assisted laser micro-dissection (PALM) for gDNA extraction and qPCR analysis. Callouts show a subsequent crystal violet-stained section of tumor after collection of selected areas. Scale bars, 100 μm. (D) Relative quantification (mean of 2^−ΔΔCT^) of *p16*^*Ink4a*^ and *p19*^*Arf*^ gene copy number in gDNA from micro-dissected tumor and healthy tissue from the same animal or VC, showing allelic loss of *p19*^*Arf*^ in p19-negative tumor areas compared to controls or p19-positive tumor areas. Graphs show mean ± SD; ^∗^p < 0.05 (significant difference is defined by *Z* score analysis; see also STAR Methods). (E) Immunostaining of LFA-induced tumor (animal ID: no. 398) for p16 and p19 protein. Callouts show positively stained areas (circled) in the upper panels and negatively stained areas in the lower panels that were dissected and collected by PALM for gDNA extraction and qPCR analysis (see Figure S6C). Scale bars, 100 μm. See also Figures S5–S7.

**Figure 5:**
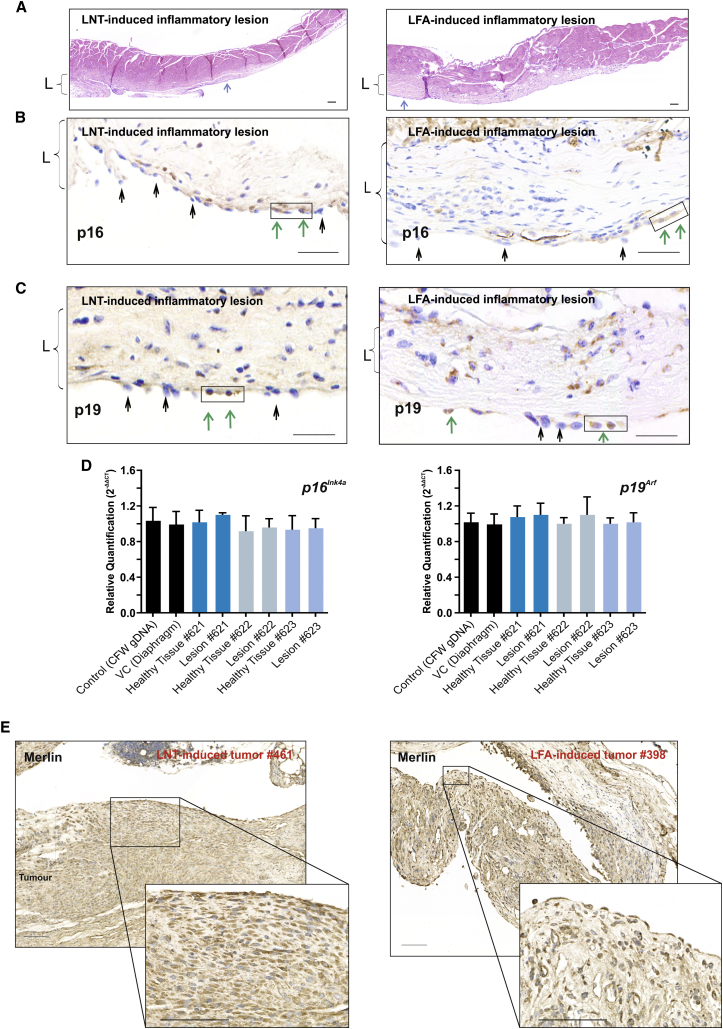
Chronic Inflammatory Lesions Induced by Long Fibers Display Loss of p16 and 19 Expression (A) Representative H&E-stained sections of diaphragm from LNT- and LFA-exposed animals that did not have tumors at the 1 year study endpoint, displaying extensive chronic inflammatory lesions (L) with fibrosis, infiltrating inflammatory cells, and plump reactive mesothelial cells on the surface of pleural lesions (blue arrows). Scale bars, 100 μm. (B) Loss of p16 expression in mesothelial cells in LNT- and LFA-induced inflammatory lesions. Representative images of immunostaining for p16 show predominantly negatively stained (black arrows) and only a few (boxed) positively stained (green arrows) mesothelial cells. Scale bars, 100 μm. (C) Loss of p19 protein expression in mesothelial cells in LNT- and LFA-induced inflammatory lesions. Representative images of immunostaining for p19 show predominantly negatively stained (black arrows) and only a few (boxed) positively stained (green arrows) mesothelial cells. Scale bars, 100 μm. (D) Relative quantification (mean of 2^−ΔΔCT^) of *p16*^*Ink4a*^ and *p19*^*Arf*^ gene copy number by qPCR analysis in gDNA isolated from positively and negatively stained mesothelial cells in the LNT-induced inflammatory lesions (animal IDs: nos. 621, 622, and 623) compared to controls. (E) Immunostaining for the *NF2*-encoded protein Merlin in LNT (animal ID: no. 461) and LFA (animal ID: no. 398) tumors. Representative images show positive cytoplasmic staining of tumor areas. Scale bars, 100 μm.

Both LNT- and LFA-induced tumors, involving the chest wall, diaphragm, and pericardium, stained positive for the mesothelial markers pan-cytokeratin and WT1 and exhibited histopathology consistent with malignant mesothelioma [30] (Figures 4B, S6A, and S7A). Aberrant signaling pathway activation, observed in earlier lesions (Figures 2C and S4), was sustained in the LNT-induced tumors (Figure S5C).

To explore the molecular events underlying progression of LNT- and LFA-induced inflammatory lesions to mesothelioma, was examined the status of the tumor suppressor gene *Cdkn2a* and its products p16 and p19, known to be disrupted in asbestos-induced mesothelioma in humans [31, 32] (Figures 4B–4E, S6, and S7). Large areas of LNT-induced tumor (#610) or LFA-induced tumor (#398), which were predominantly negative for p16 or p19 protein expression, were micro-dissected and examined for *p16*^*Ink4a*^ and *p19*^*Arf*^ status (Figure 4C). In LNT-induced tumors, relative quantification of gene copy number [33] confirmed loss of the *p19*^*Arf*^ locus in the p19-negative areas, as evidenced by ∼60% reduction in *p19*^*Arf*^ genomic DNA (gDNA) compared to controls (Figure 4D). Loss of *p16*^*Ink4a*^, which is frequently co-deleted with *p19*^*Arf*^ [34], was not detected at this stage (Figures 4D), suggesting that allelic deletion of *p19*^*Arf*^ is an early event in LNT-induced carcinogenesis and indicating an alternative mechanism for p16 protein loss. Similarly, LNT tumor (#461) induced by a lower fiber dose (1 μg versus 2.5 μg) displayed loss of p16 and p19 protein expression, a reduction in *Cdkn2a* mRNA, and allelic loss of *p19*^*Arf*^ (Figure S7). In LFA-induced mesothelioma, loss of p16 and p19 protein was evident by a patchy pattern of immunostaining (Figure 4E) and reduced *Cdkn2a* mRNA levels (Figure S6B), although no reduction in *p19*^*Arf*^ gene copy number was detected at this stage (Figure S6C).

### Both LNTs and LFA Induce Disruption of Tumor Suppressor Genes in the Mesothelial Cells of Inflammatory Lesions

The molecular changes that occur during the latency period of mesothelioma and drive the transition from pre-neoplastic to neoplastic stage of disease are largely unknown. To explore whether disruption of *Cdkn2a* occurred prior to tumor development, we examined the status of *Cdkn2a* in laser-dissected mesothelial cells from advanced inflammatory lesions. LNT-induced chronic inflammatory lesions from animals that did not develop tumors at the 1 year study end point (Figure 5A) displayed no reduction in *p16*^*Ink4a*^ or *p19*^*Arf*^ gene copy number (Figure 5D); however, mRNA levels were reduced (data not shown), and both p16 and p19 protein expression was absent in the majority of mesothelial cells in LNT-induced lesions (Figures 5B and 5C). Consistent with loss of the *CDKN2A*-encoded proteins p16/p14 in human mesothelioma, loss of p16 and p19 protein expression was also evident in advanced LFA-induced lesions from animals that did not develop mesothelioma at the 1 year study end point (Figures 5B and 5C). No loss of *NF2*-encoded Merlin expression was detected in either LFA- or LNT-induced tumors (Figure 5E). Mesothelial expression of Merlin in the LFA- and LNT-induced inflammatory lesions was not altered (data not shown).

DNA hypermethylation is frequently associated with tumor suppressor gene transcriptional inactivation. Importantly, loss of function often occurs during the early stages of carcinogenesis and predominately at the pre-cancerous stage [7, 8]. To explore possible epigenetic mechanisms of fiber-induced carcinogenesis, we examined gDNA from animals with advanced LNT-induced inflammatory lesions and inflammatory lesions and/or tumors from animals with LNT-induced mesothelioma (#610 and #461), as well as inflammatory lesions and/or tumors from animals with LFA-induced mesothelioma (#398), for *p16*^*Ink4a*^ or *p19*^*Arf*^ methylation status. Bisulphite sequencing confirmed hypermethylation of CpG islands in *p16*^*Ink4a*^ and *p19*^*Arf*^ (located in exon 1α and the 5′ region flanking exon 1β, respectively) in mesothelial cells in advanced LNT- and LFA-induced lesions, as well as in LFA- and LNT-induced tumors, compared with VC (Figures 6 and S7E).

**Figure 6:**
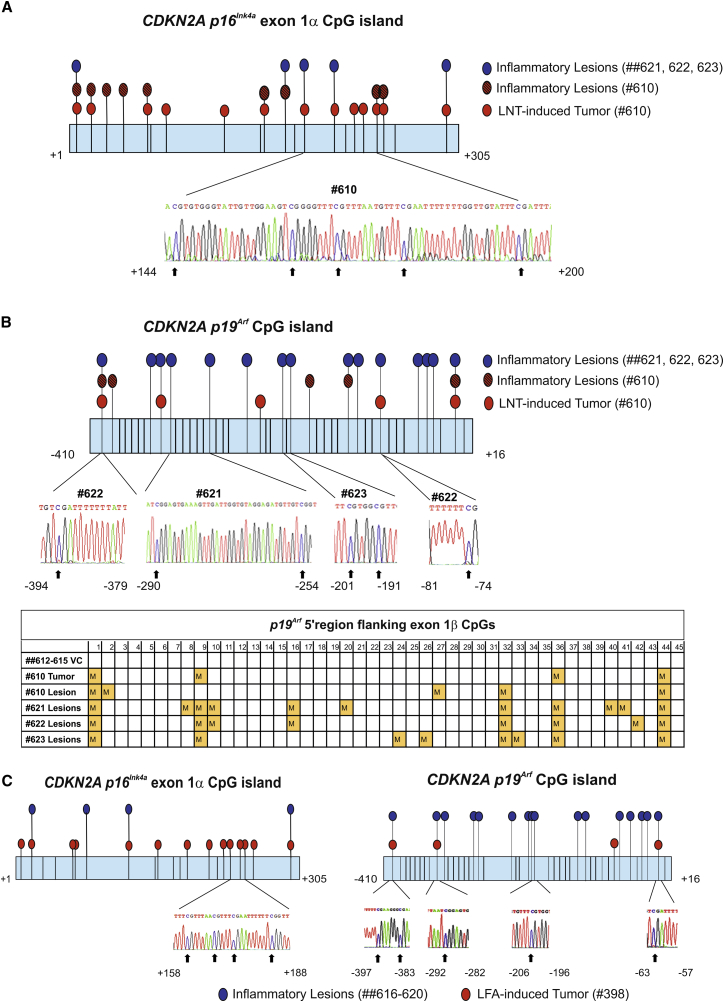
Chronic Inflammatory Lesions and Malignant Mesothelioma Induced by LFA and LNT Display Hypermethylation of the *Cdkn2a* (*p16* ^*Ink4a*^*/p19*^*Arf*^) Locus (A) Schematic representation of the hypermethylation profile of the *p16*^*Ink4a*^ CpG island in exon 1α determined by bisulphite sequencing of gDNA. All CpG dinucleotides are shown by vertical lines. Hypermethylated CpG sites were identified in gDNA extracted from p16-negative areas of LNT-induced tumor (animal ID: no. 610; red-filled circles), in gDNA isolated from mesothelial cells in inflammatory non-neoplastic lesions from the same animal (hatched circles), and in gDNA from mesothelial cells in chronic inflammatory lesions of LNT-exposed animals that did not develop tumors at the 1 year study endpoint (animal IDs: nos. 621, 622, ad 623; blue-filled circles). The call-out shows a region of bisulphite converted sequence with unconverted cytosines (arrows). (B) Schematic representation of the hypermethylation status of the 5′ *p19*^*Arf*^ CpG island located upstream of exon 1β determined by bisulphite sequencing. All CpG dinucleotide positions are shown by vertical lines. Hypermethylated CpG sites were identified in p19-negative areas of LNT-induced tumor (no. 610; red-filled circles), in mesothelial cells isolated from inflammatory non-neoplastic lesions of the same animal (hatched circles), and in mesothelial cells isolated from chronic inflammatory lesions of LNT-exposed animals that did not develop tumors at the 1 year study endpoint (animal IDs: nos. 621, 622, and 623; blue-filled circles). Callouts show examples of unconverted cytosines in hypermethylated CpGs. Results are summarized in the table, where each yellow-filled square represents multiple sequencing runs (unconverted CpG detected in 10–60 clones compared to none in VC). (C) Schematic representation of the hypermethylation profile of the *p16*^*Ink4a*^ CpG island in exon 1α and the 5′ *p19*^*Arf*^ CpG island located upstream of exon 1β determined by bisulphite sequencing. Hypermethylated CpG sites were identified in gDNA extracted from p16-negative areas of LFA-induced tumor (animal ID: no. 398; red-filled circles) and in gDNA from mesothelial cells in chronic inflammatory lesions of LFA-exposed animals that did not develop tumors at the 1 year study endpoint (animal IDs: nos. 616–620; blue-filled circles). The callout shows a region of bisulphite converted sequence with unconverted cytosines. See also Figure S7.

## Discussion

Here, we show for the first time that common molecular events underlie the development of LFA- and LNT-induced pleural lesions that progress to mesothelioma (Figure 7). Aberrant cell signaling was detected as early as 1 week post-instillation and sustained during the entire time of disease progression, including end-stage disease, in mice. Importantly, this pattern of pro-oncogenic signaling was strikingly similar in mesothelioma patients. The potential role of the stromal component of human mesothelioma in tumor progression has been highlighted previously [35, 36]. In this regard, we now show that sustained activation of pro-oncogenic signaling pathways in fiber-induced lesions occurs largely in non-mesothelial (stromal) cells as fiber-induced lesions progress. Our data therefore suggest that proliferation of the mesothelial cell layer and the presence of “reactive” (changed morphology) mesothelial cells within the lesions occurs as a consequence of the crosstalk between stromal cells with activated pro-oncogenic pathways and target mesothelial cells.

**Figure 7:**
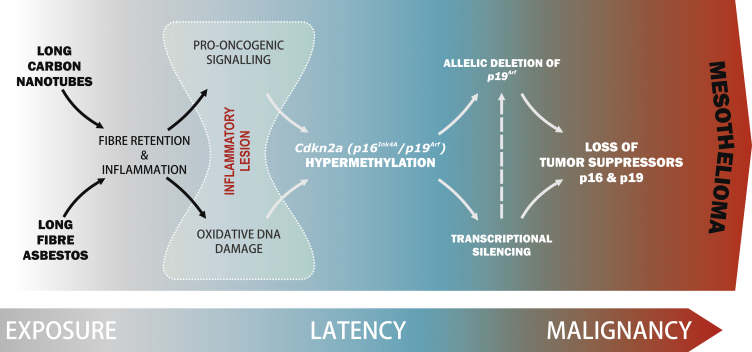
LNTs Replicate Asbestos-Induced Mesothelioma with Disruption of the Tumor Suppressor Gene *Cdkn2a* (*Ink4a/Arf*) Schematic depicting the sequence of events in the pleurae of animals exposed to LFA or LNT showing commonality in LFA- and LNT-induced disease progression that replicates mesothelioma development in humans.

Inflammatory signals cause alterations in the cellular epigenetic program and induce hypermethylation [37]. The presence of oxidative DNA damage could also contribute to pro-oncogenic events within the microenvironment, favoring aberrant DNA methylation in target cells [38], with hypermethylation of *Cdkn2a* (*Ink4a/Arf*) in LNT- and LFA-induced lesions prior to tumor development leading to allelic loss of *p19*^*Arf*^, as has been suggested in other cancers [17]. Consistent with a role for hypermethylation, DNMT3a and DNMT3b mRNA levels were increased in mesothelial cells from LFA- and LNT-induced tumors (data not shown).

Alteration of the *CDKN2A* locus in human malignant mesothelioma has been reported with inactivation of p16 in more than a half of mesothelioma patients [9] and, in more recent studies, with hypermethylation and silencing of p19 in 44% of patients [39].

Significantly, we discovered that epigenetic silencing of *Cdkn2a* (*Ink4a/Arf*) and deletion of *p19*^*Arf*^ observed in LNT-induced tumors recapitulates common features of human asbestos-induced mesothelioma (Figure 7). Overall, these findings provide important new insights into the early molecular changes that occur during the long latency period between fiber exposure and mesothelioma development and identifies epigenetic and/or genetic disruption of *Cdkn2a* as a key event in long-fiber-induced malignant transformation (Figure 7). Importantly, these findings facilitate the identification of potential biomarkers for earlier detection of asbestos-induced mesothelioma, as well as the development of new therapeutic avenues by which to tackle early-stage disease.

Immunostaining of both LFA-and LNT-induced mesotheliomas for the tumor suppressor protein BAP1 revealed positive cytoplasmic staining in all tumor cells and positive nuclear staining in ∼10% tumor cells (data not shown). In view of the latest findings of separate activities of BAP1 in the nucleus and cytoplasm, as well as a possible requirement for both cytoplasmic and nuclear forms to exert a tumor suppressor function, the molecular involvement of BAP1 in carbon nanofiber-induced carinogenesis will be a focus of our future work.

The long latency of malignant mesothelioma, with decades-long chronic inflammation accompanied by an aberrant microenvironment and the presence of ROS and oxidative DNA damage, would advocate a multifactorial mechanism of disease development, with a clear contribution via loss of tumor suppressor genes such as p16 and p19, as reported here.

Overall, the common signature of LFA- and LNT-induced pathology demonstrates that there is a conserved molecular mechanism through which long fibers induce pleural disease, including mesothelioma, and crucially our data place long CNT fibers on the same adverse outcome pathway as asbestos. Notably, other nanofibers have been shown to produce length-dependent inflammatory effects in the pleura similar to LNTs [40], suggesting that any respirable long fiber that is biopersistent may pose a similar hazard. Given that the increasing manufacture of long CNT fibers raises the potential for human exposure, our findings reinforce the need for caution when using these agents if long-term harm is to be avoided.

## STAR★Methods

### Key Resources Table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit monoclonal anti- phospho-Histone H3 (Ser10) (clone D2C8) XP	Cell Signaling Technology	Cat #3377S; RRID: AB_1549592
Rabbit polyclonal anti-Ki-67	Abcam	Cat# ab15580; RRID: AB_443209)
Rabbit monoclonal anti-Stat3 (79D7) mAb antibody	Cell Signaling Technology	Cat# 4904; RRID: AB_331269
Rabbit monoclonal anti- phospho-STAT3 (Tyr705 / Ser727) unconjugated, (clone EP2147Y)	Abcam	Cat# ab76315; RRID: AB_1658549
Rabbit monoclonal anti- phospho-Akt (Ser473) (clone 193H12)	Cell Signaling Technology	Cat# 4058; RRID: AB_331168
Rabbit polyclonal anti- Akt	Cell Signaling Technology	Cat# 9272; RRID: AB_329827
Rabbit anti- p44/42 MAP kinase (phosphorylated Erk1/2)	Cell Signaling Technology	Cat# 9101; RRID: AB_331646
Rabbit polyclonal anti-p44/42 MAPK (Erk1/2)	Cell Signaling Technology	Cat# 9102; RRID: AB_330744
Rabbit polyclonal anti-phospho-Src Family (Tyr416)	Cell Signaling Technology	Cat# 2101; RRID: AB_331697
Rabbit monoclonal anti-Src (clone 36D10)	Cell Signaling Technology	Cat# 2109; RRID: AB_2106059
Mouse monoclonal anti-beta-Actin, unconjugated, (clone AC-15)	Sigma-Aldrich	Cat# A1978; RRID: AB_476692
Rabbit polyclonal anti-CD45	Abcam	Cat# ab10558; RRID: AB_442810
Rabbit polyclonal anti-CD68	Abcam	Cat# ab125212; RRID: AB_10975465
Rat monoclonal anti-CD3	Abcam	Cat# ab56313; RRID: AB_940876
Rabbit polyclonal anti-NF2 (clone A-19)	Santa Cruz Biotechnology	Cat# sc-331; RRID: AB_2298548
Rabbit polyclonal anti-p16 (clone M-156)	Santa Cruz Biotechnology	Cat# sc-1207; RRID: AB_632106
Rabbit polyclonal anti-CDKN2A/p19ARF	Abcam	Cat# ab80; RRID: AB_306197
Rabbit polyclonal anti-phospho Src (Y418)	Abcam	Cat# ab47411; RRID: AB_870740
Rabbit polyclonal anti-phospho mTOR (S2448)	Abcam	Cat# ab51044; RRID: AB_2247119
Rabbit polyclonal anti-phospho AKT1 (Ser473)	Abcam	Cat# ab6613; RRID: AB_1140998
Rabbit monoclonal anti-phospho STAT3 (Y705) (clone EP2147Y)	Abcam	Cat# ab76315; RRID: AB_1658549
Mouse monoclonal anti- HBME-1	Abcam	Cat# ab2383; RRID: AB_303026
Rat monoclonal anti- Ly6g (cloneRB6-8C5)	Abcam	Cat# ab25377; RRID: AB_470492
Rabbit monoclonal anti-phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204) (clone 197G2)	Cell Signaling Technology	Cat# 4377; RRID: AB_331775
Rabbit polyclonal pan-Cytokeratin (clone H-240)	Santa Cruz Biotechnology	Cat# sc-15367; RRID: AB_2134438
Mouse monoclonal anti-Wilms Tumor Protein 1 (clone 6F-H2)	Dako	Cat# M3561, RRID: AB_2304486

**Biological Samples**		

gDNA from Swiss-Webster albino (CFW) mice	Promega	Cat#G3091
Patient-derived mesothelioma tissue	This paper	N/A

**Chemicals, Peptides, and Recombinant Proteins**		

Long Carbon Nanotubes	University of Manchester, (Manchester, UK)	Produced and characterized by Dr. Ian Kinloch
South African amosite	Manville Corporation, USA	N/A
Short Carbon Nanotubes	Nanostructured & Amorphous Materials (TX, USA)	Cat#1246YJS
TRIzol	Fisher Scientific	Cat#12044977
Invitrogen SuperScript III Reverse Transcriptase	Fisher Scientific	Cat#18080093

**Critical Commercial Assays**		

Phospho-Kinase Array Kit	R&D Systems	Cat#ARY003b
SurePrint G3 Mouse GE 8x60K Microarray Kit	Agilent Technologies	Cat#G4852B
Agilent Low Input Quick Amp one-color Labeling Kit	Agilent Technologies	Cat#5190-2305
PureLink Genomic DNA Mini Kit	Fisher Scientific	Cat#K182001
GeneJET Genomic DNA Purification Kit	Fisher Scientific	Cat#K0721
EpiQuik 8-OHdG DNA Damage Quantification Direct Kit (Colorimetric)	Insight Biotechnology	Cat#P-6003-48
EZ DNA Methylation-Direct Kit	Cambridge Bioscience	Cat#D5020
TOPO TA Cloning Kit for Sequencing, with One Shot TOP10 Chemically Competent *E. coli*	Fisher Scientific	Cat#K457501
Histostain Plus Broad Spectrum	Invitrogen	Cat#859043
LSAB2 System-HRP	Dako	Cat#K0675
Rabbit specific HRP/DAB (ABC) Detection IHC Kit	Abcam	Cat#ab64261
TaqMan Genotyping Master Mix	Fisher Scientific	Cat#4371355
SYBR Green PCR Master Mix	Applied Biosystems	Cat#4309155

**Deposited Data**		

The “Gene changes in response to asbestos and carbon nanotube exposure in the pleural cavity, measured using microarrays” have been deposited in the NCBI GEO database https://ww.ncbi.nlm.nih.gov/geo/ under ID code GSE51636	https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51636	GEO: GSE51636

**Experimental Models: Cell Lines**		

Human adult mesothelial cells, 4 female donors	Zenbio	Cat#MES-F

**Experimental Models: Organisms/Strains**		

Mouse: C57BL/6	Charles River Laboratories	Strain code 027

**Oligonucleotides**		

Primers for qPCR, Gene copy number and Bisulfate Sequencing, see Table S4	This paper	N/A

**Software and Algorithms**		

Ingenuity Pathways Analysis software	Ingenuity Systems	Cat#830003
Primer Express v3.0.1 Software	Fisher Scientific	Cat#4363991
GeneSpring GX Software	Agilent	Cat#G3778AA

### Contact for Reagent and Resource Sharing

Further information and requests should be directed to and will be fulfilled by the Lead Contact, Marion MacFarlane ().

### Experimental Model and Subject Details

#### Experimental animals

Eight-week-old female C57BL/6 strain mice (Charles River Laboratories, UK) were used in this study. Mice were kept in a maximal group size of five in standard caging with sawdust bedding within a pathogen-free Home Office approved facility. Mice were maintained on a normal 12 hr light and dark cycle. Prior to treatment, mice were kept for 7 days in the facility to acclimatize. The work was carried out by staff holding a valid UK Home Office personal license under a Home Office approved project license.

#### Human subjects

Informed consent was obtained from all subjects with Ethical Committee Approval – LREC 08/H0406/226. Tissues from 13 patients were analyzed in this study, including 1 female and 12 males aged 45–78 years [41].

#### Fiber samples

The fiber panel consisted of one sample of short, straight CNT (SNT), one sample of long, straight CNT (LNT), short-fiber amosite asbestos (SFA) and long-fiber amosite asbestos (LFA). The SNT sample, produced by the catalytic vapor discharge method (CVD), was purchased commercially (Nanostructured & Amorphous Materials, TX, USA). The LNT sample was produced in an academic research laboratory (University of Manchester, Manchester, UK) using the CVD method. Mixed-length amosite asbestos enriched for long fibers (LFA), and shortened amosite asbestos [17] were used to link the response to asbestos pathogenicity. Both LFA and SFA were created from the same batch of South African amosite [18] obtained from the Manville Corporation, United States. SFA was prepared by grinding long fibers in a ceramic ball mill, and the resulting fiber preparation sedimented in water. Physical characteristics (diameter and length) were measured from scanning electron microscopy (SEM) and transmission electron microscopy (TEM) images of the dispersed fiber samples, as previously described by Poland et al. [11] (Figure S1). Trace soluble metal contaminants previously tested and reported by Poland et al. [11] were low and, thus, not considered to play a role in these studies.

#### Intrapleural injection

Injection directly into the pleural space without perforating the lungs was enabled by the addition of a sleeve over the tip of the 27-Gauge needle, which prevented the needle from passing through the pleural space into the lungs [1]. Mice were randomly allocated to the treatments and received injection of one of the following: vehicle control (VC), SFA, LFA, SNT or LNT. For 1 and 12 weeks exposure, CNT samples were injected into the pleural cavity at a dose of 5 μg/mouse, n = 4 in each treatment group. For 6 months and 1year exposure, the treatments were as follows: VC, LFA and LNT, with n = 4 in each treatment group, at a dose of 2.5 μg/mouse (100 μL) of LNT. For prolonged (up to 20 months) exposure, mice were injected with 1 μg/mouse of LNT (n = 4), 0.5 μg/mouse of LNT (n = 5) or 0.2 μg/mouse of LNT (n = 12). Asbestos fiber samples were administered at a dose of 25 μg/mouse (100 μL) (n = 4 for short-term studies and n = 16, prolonged exposure) or at 50 μg/mouse (n = 16, prolonged exposure). 0.5% BSA/saline (100 μL) was injected into mice as a vehicle control (VC). After 1 week, 12 weeks, 6 months, 1 year and 18-20 months, mice were humanely killed and tissues were collected for further examination. Animal IDs, indicated in the Figures, were as follows: #610 - LNT-exposed mouse that developed mesothelioma at 1 year study completion point; ## 621, 622, 623 - LNT-exposed mice that did not have a tumor at 1 year study completion point; ## 612, 613, 614, 615 - VC; #398 - LFA-exposed mouse; #461 - low-dose LNT-exposed mouse that developed mesothelioma after 17 months exposure; ## 616-620 - LFA-exposed mice with inflammatory lesions.

### Method Details

#### Experimental Design

All experiments were reproduced in at least three biological repeats. For *in vivo* experiments, sample sizes were chosen on the basis of prior experiments which have elicited significant results with a similar number of mice. With the exception of histological analysis, data collection and analyses were not performed blind. Data were considered statistically significantly different at p < 0.05. No data were excluded from any dataset.

#### Tissue dissection

The lower-right posterior portion of the chest wall and half of the diaphragm were carefully removed from the mice. The tissue was washed in ice-cold saline, fixed in 10% formalin for 4 hr and transferred to 70% ethanol. Samples were embedded in paraffin, sectioned, and used for H&E, immunostaining and PALM microdissection. The pleurae were dissected from the surface of the chest wall and snap frozen for kinome profiling. The other half of the diaphragm was snap frozen for RNA extraction and PALM microdissection.

#### Kinome profiling

Kinome profiling was performed using Phospho-Kinase Array Kit according to manufacturer’s protocol (R&D Systems, Oxford, UK). Pleural tissues from fiber-exposed and control mice were collected by dissection, homogenized and lysed, the lysates from the pleurae of 4 animals were pooled for each treatment group. Lysates, cleared by centrifugation, were loaded onto the provided membranes pre-coated with capture antibodies, and the presence of bound phospho-proteins was determined by western blotting with a mixture of detection antibodies. The signal intensities for kinase phosphorylation were determined in duplicate by densitometry and normalized on the provided positive control. The status of kinase phosphorylation in the pleurae of fiber-exposed animals is reported relative to the vehicle control.

#### RNA microarrays

Total RNA from control and fiber-exposed animals (n = 4) was extracted by TRIzol (Fisher Scientific, Loughborough, UK) and then used for labeling and hybridization. Hybridization to 60K whole mouse genome microarray gene expression chips was conducted following manufacturer’s protocol (Agilent Technologies, Berkshire, UK). Briefly, total RNA from control and fiber-exposed mice, 12 weeks post-injection, was used for labeling and hybridization. RNA samples were Cy3-labeled using Agilent Low Input Quick Amp 1-color Labeling Kit (Agilent Technologies, Berkshire, UK). The level of dye incorporation was evaluated using a spectrophotometer (Nanodrop ND1000, LabTech). Labeled RNA was then fragmented in the appropriate buffer (Agilent Technologies, Berkshire, UK) for 30 min at 60°C before dilution (v/v) in hybridization buffer. Hybridization to 60K high-density oligonucleotide microarray slides was performed in a microarray hybridization oven (Agilent Technologies, Berkshire, UK) overnight at 65°C. Following hybridization, the slides were rinsed in gene expression wash buffers 1 and 2 and immediately scanned using a DNA Microarray Scanner (Model G2505C, Agilent Technologies, Berkshire, UK).

#### Immunohistochemistry

Chest wall or diaphragm sections (5 μm) were deparaffinized with xylene and rehydrated. Antigen retrieval was carried out by incubating the slides in citrate buffer (pH 6.0) at 95°C for 15 min. Sections were blocked with 10% goat serum for 30 min at room temperature. Primary antibodies were diluted in 1% goat serum/0.1% BSA/PBS. Sections were incubated with primary antibodies (KEY RESOURCE TABLE) overnight at 4°C. Sections were washed with Tris-buffered saline with 0.1% Tween 20 (TBST) and incubated with 3% H_2_O_2_ for 10 min at room temperature to block endogenous peroxidase activity. Sections were washed before incubation with biotin-labeled secondary antibodies (anti-Rabbit: Abcam, pre-diluted; anti-Mouse: DAKO LSAB2 System-HRP, anti-Rat: Invitrogen Histostain Kit pre-diluted) for 30 min at room temperature. Staining was visualized using a HRP/DAB detection system Abcam (Cambridge, UK) or Histostain-Plus detection System (Life Technologies). Control IHC experiments (data not shown) were performed without primary antibody. All sections were counterstained with Gill’s hematoxylin and mounted for digital slide scanning using a Hamamatsu slide scanner (NanoZoomer-XR Digital slide scanner C12000-01; Welwyn Garden City, Hertfordshire, UK). An ImageJ Color Balance Plugin, set with the same scaling factor for all images, was applied to all scanned images to normalize scanner background.

The proportion of each cell type in the lesions was determined by counting the number of positively stained cells in 5 random fields of view and dividing by the total number of cells (between 700-1000 cells per cell-marker per treatment group were counted).

Quantification of Ki-67 and phospho-Histone H3-positive cells was carried out by counting the number of positively stained cells in 5 random fields of view and dividing by the total number of cells (between 700-1000 cells per animal were counted, n = 3 per group). Data presented as mean ± SD. Statistical significance of data was estimated using two-tailed Student’s t test.

#### Laser microdissection and RNA analysis

Collection of tissues for RNA from selected areas of normal diaphragms (VC) and fiber-induced lesions (LFA, LNT) and collection of tissues for genomic DNA (gDNA) from tumor areas, predominantly positively or negatively stained for p19 or p16 protein, and from control tissues was performed by contact-free laser microdissection using the PALM Robot-MicroBeam system (P.A.L.M. Microlaser Technologies AG, Bernried, Germany), Motorised Zeiss Observer Z.1 inverted microscope (Zeiss, Germany) with high precision XY stage, pulsed UV laser and Robomover (PALM RoboSoftware, P.A.L.M. Microlaser Technologies AG, Germany). Laser catapulting was used for non-contact capture of excised samples in microcentrifuge tubes. Total RNA was isolated by using TRIzol (Fisher Scientific, Loughborough, UK). First strand cDNA synthesis was carried out using Superscript III (Fisher Scientific, Loughborough, UK). PCR primers were selected using the Primer Express v3.0.1 Software program (Fisher Scientific, Loughborough, UK). Primer sequences are shown in Table S4. Primers were designed to cross exon-exon boundaries and the concentration optimized (300 - 900 nM) to ensure that the efficiency of the target gene amplification and the efficiency of the endogenous reference amplification are approximately equal. Real-time PCR was performed using SYBR Green PCR Master Mix, primers, and 10 ng of reverse-transcribed cDNA in the ABI PRISM 7500 Sequence Detection System (Applied Biosystems, Foster City, CA). The thermal-cycler protocol was: stage 1, 50°C for 2 min; stage 2, 95°C for 10 min; and stage 3, 40 cycles at 95°C for 15 s and 60°C for 1 min. Each sample was run in triplicate. The C_T_ values for the target amplicon and endogenous control β2-microglobulin were determined for each sample. Quantification was performed using the comparative C_T_ method ΔΔC_T_). Data presented as mean ± SD (n = 4). Statistical significance was assessed as p < 0.05 using two-tailed Student’s t test.

#### Immunoblotting

Proteins were extracted from snap frozen freshly-resected mesothelioma tumor samples using lysis buffer (0.5% NP-40, 20 mM Tris-HCl (pH 8.0), 137 mM NaCl, 10% glycerol, 2 mM EDTA, 1 mM sodium orthovanadate, 10 μg/μL leupeptin, and 10 μg/μL aprotinin) and brief sonication and run on SDS-PAGE (20 μg protein). Proteins were transferred onto nitrocellulose membranes (Bio-Rad laboratories, Hemel Hempstead, UK) using electrophoresis. Membranes were pre-incubated with 5% skimmed milk in TBS-T. After incubation with primary and secondary antibodies, bands were detected by enhanced chemiluminescence (GE Healthcare, Little Chalfont, Buckinghamshire, UK) and visualized by exposure to X-ray films (Hyperfilm ECL; Amersham Biosciences, Chalfont St Giles, UK). Primary antibodies were from the following sources:anti-STAT3, anti-phospho-Akt (Ser 473), anti-Akt, anti-phospho-p44/42 MAPK (ERK1/2) (Thr202/Tyr204), anti-p44/42 MAPK (ERK1/2), anti-phospho Src (Y418), anti-Src from Cell Signaling Technology, (Buckinghamshire, UK); rabbit anti-phospho-Stat3 (Tyr705) from Abcam (Cambridge, UK), mouse anti-β Actin (loading control) was from Sigma–Aldrich (Gillingham, UK).

#### DNA damage assessment

Genomic DNA was isolated from the diaphragms of mice exposed to LFA and LNT for 12 weeks or 6 months using a DNA isolation kit GeneJET Genomic DNA Purification Kit (Thermo Fisher Scientific, Paisley, UK); 8-OHdG was measured using an EpiQuik 8-OHdG DNA Damage Quantification Direct Kit (Colorimetric) (Insight Biotechnology Ltd, Wembley, UK) according to manufacturer instructions and compared to VC (n = 4 per group). Briefly, 300 ng genomic DNA was bound to strip wells with high DNA affinity and 8-OHdG was detected using capture and detection antibodies. The detected signal was enhanced and then quantified colorimetrically in a microplate reader. Quantification was performed by using a standard curve and plotting the OD values versus the amount of positive control at each concentration point. Data presented as mean ± SD. Statistical significance of the data was estimated using a two-tailed Student’s t test.

#### Relative quantification of gene copy number by real-time PCR

An assay based on the paralog ratio test and real-time PCR was used to determine the DNA copy number in formalin fixed paraffin embedded (FFPE) tissue as described previously [33]. Genomic DNA (gDNA) was extracted using PureLink Genomic DNA Mini Kit (Fisher Scientific, Loughborough, UK) accordingly to the manufacturer’s instruction, from tumor areas positively and negatively stained for p16 and p19, and control tissues including unaffected tissue (heart) from fiber-exposed mice, diaphragm tissue from VC group, and liver tissue from a C57/Bl6 mouse. Commercially available murine gDNA from Swiss-Webster albino (CFW) mice (Promega, Southampton, UK) was also included as a control. Briefly, PCRs were designed in which two target sequences were amplified by a pair of primers. The first gene in each pair was from a region of a frequent loss or deletion (p16 or p19), whereas the second gene was the “housekeeping” gene, Supervillin, from a different chromosome. The Primer Express v3.0.1 Software program (Fisher Scientific, Loughborough, UK), was used to identify primer pairs and to design minor groove-binding hydrolysis probes. Primer sequences (Sigma) and TaqMan Probes (Life Technologies) are listed in Table S4.

Real-time PCRs were performed on a 96-well plate on the ABI 7500 Fast system (Applied Biosystems Foster City, CA). Each of 10 μL reactions contained 3.4 μL of gDNA (5 ng), 0.3 μL of each of the two primers required for each locus (20 pmol/L), 0.2 μL of each of the probes required (50 to 200 nmol/L), and 5 μL of Genotyping MasterMix (Applied Biosystems Foster City, CA). Master mixes were prepared for each reaction, and the master mixes and DNA samples were transferred to 96-well plates using an electronic multi-channel pipette. The PCR conditions were as follows: 2 min at 50°C; 10 min at 95°C; 15 s at 95°C and 60 s at 60°C. Fifty cycles were performed. C_T_ values were determined using the automatic threshold settings. Four samples of gDNA (unaffected heart tissue from the same animal, diaphragm tissue from a VC mouse, liver from C57/BL6 mouse, and commercial gDNA from Swiss-Webster albino (CFW) mice (Promega, Southampton, UK) were used as controls.

#### Bisulphite sequencing

Genomic DNA from selected areas of tumor or from mesothelial cells in the inflammatory lesions was isolated using GeneJET Genomic DNA Purification Kit (Fisher Scientific, Loughborough, UK) and was bisulphite converted and recovered with EZ DNA Methylation-Direct Kit (Cambridge Bioscience, Cambridge UK), as recommended by manufacturer. The PCR to amplify CpG islands in the genes of interest was performed on a ^3^Prime Thermal Cycler (Bibby Scientific Limited, Stone, UK) using EpiMark Hot Start *Taq* DNA Polymerase (New England Biolabs Ltd, Herts, UK). The PCR conditions were as follows: 95°C for 3 min, then 40 cycles of 95°C for 30 s, 55°C for 30 s and 67°C for 2 min. A final incubation at 67°C for 10 min concluded the PCR. Positive control (Universal Methylated Mouse DNA Standard, Millipore Ltd, Watford, UK) and control (normal mesothelial tissue from VC) samples were included in each PCR reaction. PCR products were verified by gel electrophoresis, and a small aliquot of the PCR reaction was used with the TOPO-TA cloning system (*Thermo Scientific,* Paisley, UK) as suggested by the manufacturer. Clones were picked from Lysogeny Broth-Ampicillin cultures, and were then screened using restriction analysis. Positive clones were sequenced using M13 primer by the University of Leicester DNA Sequencing Facility. 25-100 clones were analyzed for each described experimental condition.

### Quantification and Statistical Analysis

#### Analysis of microarray data

Data were verified to be normally distributed. The raw data was uploaded into Agilent’s GeneSpring Software, normalized and fold changes calculated. For each group of animals the probes with an absolute 2-fold-change in mRNA expression between VC and fiber-exposed mice were included in subsequent analyses. These were subjected to ANOVA unequal variations test with Benjamini-Hochberg corrections. Significant 2-fold or more changes (p < 0.05) were subjected to hierarchical clustering with average linkage. 

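Applied to the scanner output, the 2-fold criterion kept 10942 probes that changed in at least 1 fiber group against VC. These were 7529 probes in LFA, 6515 in LNT, 2021 in SNT, and 1830 in SFA. After the methods' test over the 5 groups and the correction, 2645 probes were left, of which 1859 were also among the 2175 probes found with limma. Higher mean values in LFA and LNT than in VC were seen for 1410 of the 2645, and lower values for 1235. The arrays split between long fibers and the rest on these probes as well, with a mean silhouette of 0.511.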

The clustered heat-map was visualized using GeneSpring. The network pathways were identified using Ingenuity Pathways Analysis software (Ingenuity Systems, Redwood City, CA).

#### Quantification of Ki-67 and phospho-Histone H3 positive cells

Quantification of Ki-67 and phospho-Histone H3 positive cells was carried out by counting the number of positively stained cells in 5 random fields of view and dividing by the total number of cells (between 700-1000 cells per animal were counted, n = 3 per group). Data presented as mean ± SD. Statistical significance of data was estimated using two-tailed Student’s t test.

#### Quantification of DNA damage

Quantification of DNA damage was performed by using a standard curve and plotting the OD values versus the amount of positive control at each concentration point. Data presented as mean ± SD. Statistical significance of the data was estimated using a two-tailed Student’s t test.

#### Real time PCR

Quantification was performed using the comparative C_T_ method (ΔΔC_T_). Data presented as mean ± SD (n = 4 for each group). Statistical significance was assessed as p < 0.05 using two-tailed Student’s t test.

#### Relative quantification of gene copy number by real-time PCR

The ΔC_T_ score was calculated for each of the reactions using the following equation: C_T_ gene 1 − C_T_ gene 2 = ΔC_T_, where gene 1 is that of common DNA loss and gene 2 is the reference. The mean ΔC_T_ from the triplicate reactions was used for subsequent analysis. A series of four gDNA samples acted as control for each PCR run. The relative quantification of copy number was calculated using the 2^-ΔΔCT^ value. Z scores for the controls and predominantly p19 negative tumor areas were generated using the mean and SD of a reference population comprising the four control ΔC_T_ values. This was used to determine which samples were outside of the 99% reference range for control, with those outside of this range being considered aneuploid.

### Data and Software Availability

The dataset for mRNA array, the “gene changes in response to asbestos and carbon nanotube exposure in the pleural cavity, measured using microarrays,” reported in this paper is NCBI GEO: GSE51636 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE51636).

## Author Contributions

T.C. and F.A.M. designed experiments and co-wrote the paper. T.C., S. Galavotti, and F.A.M conducted the majority of experiments and prepared the manuscript. X.-M.S., I.R.P., S. Grosso, and A.S. conducted experiments and helped with manuscript preparation. A.N. and J.B. recruited patients and contributed to discussions. C.A.P. and K.D. contributed to experimental design, data interpretation, and writing of the paper. P.G., J.Z.-C., D.D., K.M.D., and J.L.Q. performed data analysis. M.M., T.C., A.E.W., and M.B. conceived the study, designed experiments, and wrote the manuscript.

# Supplementary material for: Long-Fiber Carbon Nanotubes Replicate Asbestos-Induced Mesothelioma with Disruption of the Tumor Suppressor Gene Cdkn2a (Ink4a/Arf)
**Source:** Curr Biol. 2017 Nov 6;27(21):3302–3314.e6. doi: 10.1016/j.cub.2017.09.007
**Supplement:** Document S2. Article plus Supplemental Information

# Current Biology

## Long-Fiber Carbon Nanotubes Replicate Asbestos-Induced Mesothelioma with Disruption of the Tumor Suppressor Gene *Cdkn2a* (*Ink4a/Arf*)

### Highlights

- Long-fiber carbon nanotubes induce malignant mesothelioma with loss of *Cdkn2a*
- Long-fiber carbon nanotube tumors replicate asbestos-induced mesothelioma in humans
- *Cdkn2a* hypermethylation during disease latency precedes fiber-induced mesothelioma
- Long-fiber carbon nanotubes pose an asbestos-like hazard

### Authors

Tatyana Chernova, Fiona A. Murphy, Sara Galavotti, ..., Martin Bushell, Anne E. Willis, Marion MacFarlane

### In Brief

Manufactured carbon nanotubes (CNTs) show structural similarities to asbestos, strongly associated with the fatal tumor mesothelioma. Chernova et al. show that CNTs and asbestos indeed pose similar health hazards and address the long-standing question of which early molecular changes drive carcinogenesis during mesothelioma's long latency period.

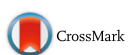

# Long-Fiber Carbon Nanotubes Replicate Asbestos-Induced Mesothelioma with Disruption of the Tumor Suppressor Gene *Cdkn2a* (*Ink4a/Arf*)

Tatyana Chernova,<sup>1,5</sup> Fiona A. Murphy,<sup>1,5</sup> Sara Galavotti,<sup>1</sup> Xiao-Ming Sun,<sup>1</sup> Ian R. Powley,<sup>1</sup> Stefano Grosso,<sup>1</sup> Anja Schinwald,<sup>2</sup> Joaquin Zacarias-Cabeza,<sup>1</sup> Kate M. Dudek,<sup>1</sup> David Dinsdale,<sup>1</sup> John Le Quesne,<sup>1,3</sup> Jonathan Bennett,<sup>3</sup> Apostolos Nakas,<sup>3</sup> Peter Greaves,<sup>4</sup> Craig A. Poland,<sup>2</sup> Ken Donaldson,<sup>2</sup> Martin Bushell,<sup>1,\*</sup> Anne E. Willis,<sup>1,\*</sup> and Marion MacFarlane<sup>1,6,\*</sup>

<sup>5</sup>These authors contributed equally

<https://doi.org/10.1016/j.cub.2017.09.007>

## SUMMARY

Mesothelioma is a fatal tumor of the pleura and is strongly associated with asbestos exposure. The molecular mechanisms underlying the long latency period of mesothelioma and driving carcinogenesis are unknown. Moreover, late diagnosis means that mesothelioma research is commonly focused on end-stage disease. Although disruption of the *CDKN2A* (*INK4A/ARF*) locus has been reported in end-stage disease, information is lacking on the status of this key tumor suppressor gene in pleural lesions preceding mesothelioma. Manufactured carbon nanotubes (CNTs) are similar to asbestos in terms of their fibrous shape and biopersistent properties and thus may pose an asbestos-like inhalation hazard. Here we show that instillation of either long CNTs or long asbestos fibers into the pleural cavity of mice induces mesothelioma that exhibits common key pro-oncogenic molecular events throughout the latency period of disease progression. Sustained activation of pro-oncogenic signaling pathways, increased proliferation, and oxidative DNA damage form a common molecular signature of long-CNT- and long-asbestos-fiber-induced pathology. We show that hypermethylation of *p16/Ink4a* and *p19/Arf* in CNT- and asbestos-induced inflammatory lesions precedes mesothelioma; this results in silencing of *Cdkn2a* (*Ink4a/Arf*) and loss of p16 and p19 protein, consistent with epigenetic alterations playing a gatekeeper role in cancer. In end-stage mesothelioma, silencing of *p16/Ink4a* is sustained and deletion of *p19/Arf* is detected, recapitulating human disease. This study addresses the long-standing question of which early molecular changes drive

carcinogenesis during the long latency period of mesothelioma development and shows that CNT and asbestos pose a similar health hazard.

## INTRODUCTION

Malignant mesothelioma is an aggressive, incurable tumor strongly associated with asbestos exposure and with increasing incidence reported worldwide. Length-dependent retention of asbestos fibers in the pleural cavity is crucial for disease development, with chronic inflammation playing an important role in carcinogenesis [1, 2]. The latency period of this disease extends to 40 years, and molecular events leading to malignant transformation are poorly understood. Mesothelioma in humans is considered to be a “disease of gene loss,” rather than being associated with driver mutations [3]. Genetic analyses identified several key genetic alterations in end-stage disease, with most common deletions or mutations in *CDKN2A*, *NF2*, and *BAP1* genes [4], and suggested that two main pathways, p53/DNA repair and PI3K-AKT, were associated with mesothelioma progression [5]. Compromised antioxidant response due to mutation of DNA repair genes may also contribute to oncogenesis [6]. Epigenetic alterations play a gatekeeper role in cancer as they are the earliest observable genetic change [7]. DNA hypermethylation is commonly associated with tumor suppressor gene silencing. Transcriptional inactivation of these genes and the loss of their functions most frequently occur during the early stages of the carcinogenesis and at the pre-cancerous stages of tumor [7, 8]. Although disruption of the *CDKN2A* locus, including *p16/INK4A* silencing, has been reported in end-stage disease [4, 9], the key molecular events that occur during the long latency period of mesothelioma are unknown. Due to their high aspect ratio and biopersistent properties, carbon nanotubes (CNTs) may pose an asbestos-like inhalation hazard [10–12]. Several thousand tons of CNTs are produced each year, and these new compounds have many commercial and medical applications, including their incorporation into sports equipment,

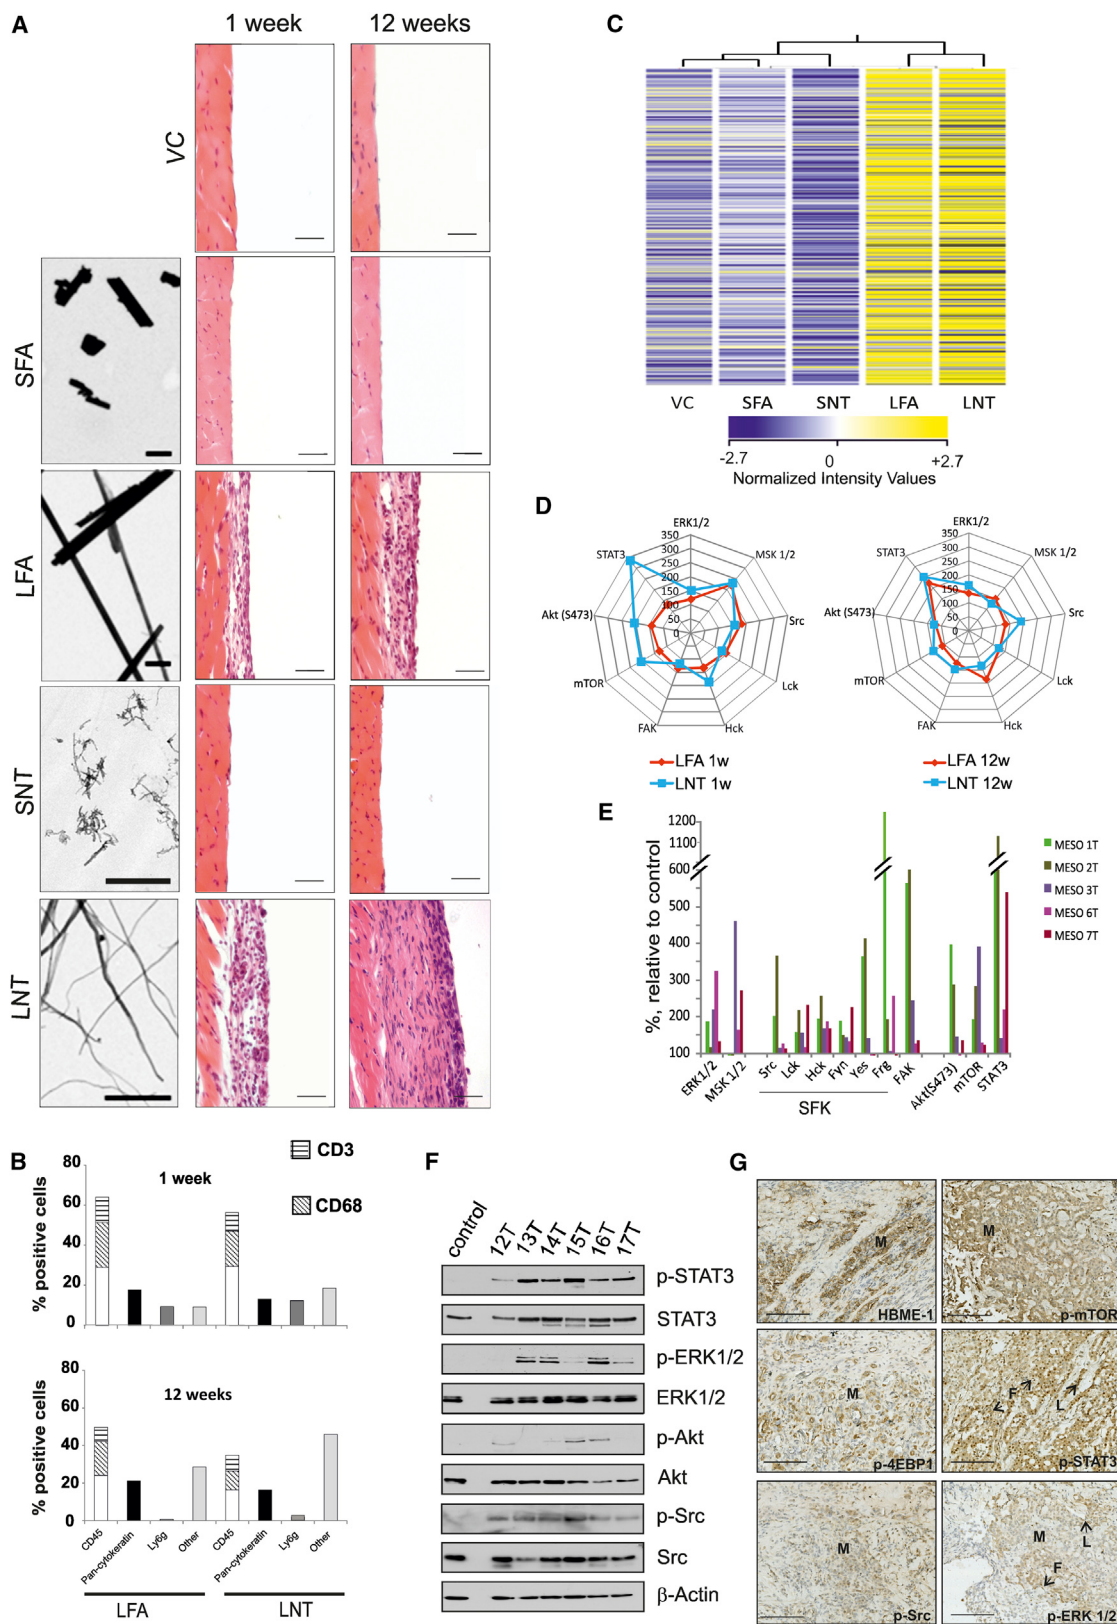

(legend on next page)

computers, and building materials. *In vivo* studies have indicated that CNTs can cause sustained inflammation and fibrosis of the pleura [1] and can also induce tumor development; however, this has only been shown in genetically susceptible or peritoneally exposed rodent models [12–15]. Data comparing prolonged pleural exposure of wild-type animals to occupationally relevant doses of CNTs or asbestos is lacking, and the molecular mechanisms underlying fiber-induced carcinogenesis have not been explored [16].

Here we investigate the effect of instillation of long CNTs and long asbestos into the pleural cavity of mice, the major site of tumor development in humans. We show that long CNTs and long asbestos induce mesothelioma with deletion of *p19/Arf* and silencing of *p16/Ink4a*, highlighting that epigenetic alterations play a gatekeeper role in mesothelioma. Importantly, this study identifies, for the first time, key molecular events underlying progression of long-CNT-induced inflammatory lesions to malignant mesothelioma and addresses the long-standing question of which molecular changes drive carcinogenesis during the latency period of asbestos-induced mesothelioma.

## RESULTS

### Common Molecular Signature of Inflammatory Lesions Induced by Asbestos and CNTs

In three parallel studies, we exposed mice to low, occupationally relevant doses of CNTs, consecutively reducing the dose and increasing exposure time: 5 µg/mouse for 1–12 weeks; 2.5 µg for 1 year; and 1 µg, 0.5 µg, and 0.2 µg for up to 20 months. In each study, a comparator group of animals was subjected to 25 µg amosite asbestos fiber exposure. Long (pathogenic) and short (not associated with disease) fiber amosite asbestos (LFA and SFA, respectively; [17, 18]) and long and short CNTs (LNTs and SNTs, respectively) were injected into the pleural cavity of mice, the major site of mesothelioma development (Figure S1 and STAR Methods), and the responses along the pleura were assessed at time points up to 20 months post-injection. This approach reflects the localization of fibers in the pleural space observed after translocation of fibers from the lungs [19].

Direct instillation of long, but not short, asbestos and CNTs into the pleural cavity of mice resulted in the development and marked progression of inflammatory lesions along the pleura (Figure 1A). The cellular profile of the lesions, comprising mesothelial cells and stromal cells as assessed by immunostaining,

reflected the transition from acute to chronic inflammation [20] and was similar for both LFA and LNTs at 1 week, 12 weeks, and 6 months post-injection (Figures 1B and 2A).

mRNA array analysis (GEO: GSE51636) showed a common pattern of gene expression changes in both LFA- and LNT-induced lesions. When analyzed using hierarchical clustering, the samples from LFA- and LNT-exposed mice clustered together, whereas vehicle control (VC), SFA, and SNT groups formed a separate cluster (Figure 1C). The major network identified was associated with the inflammatory response (Table S1). To examine which signaling pathways were activated in CNT-exposed tissues, we determined the status of 64 kinases in pleurae from fiber-exposed and control animals. Antibody-based array analysis showed activation of pro-oncogenic signaling pathways, including Src family kinases, Akt, mTOR, ERK1/2, and STAT3, that was sustained in the pleurae of animals exposed to long, but not short, fibers (Figure S3). Acute and sustained kinase activation in both LFA- and LNT-exposed pleurae was strikingly similar, both in terms of the specific pathways identified and in their degree of activation (Figure 1D). Importantly, stimulation of these pathways was also observed in human mesothelioma tumor tissue from five patients compared to normal primary mesothelial cells (Figures 1E and 1F). Immunostaining of mesothelioma patient tissue demonstrated positive staining for the mesothelial marker HBME-1 and phosphorylated mTOR, 4EBP1, and Src in mesothelioma cells, as well as phospho-ERK1/2 in mesothelioma cells and fibroblasts, while phospho-STAT3 was predominant in lymphocytes and fibroblasts (Figure 1G).

Similar to that observed in mesothelioma patient samples, specific signaling pathways were activated in different cell types within LFA- and LNT-induced lesions. Thus, activation of ERK was restricted to the mesothelial cells overlaying the inflammatory lesions; Src, mTOR, and Akt were stimulated in both mesothelial cells and stroma, whereas STAT3 activation was most apparent in the stroma (Figure S4).

STAT3 expression is known to link inflammation and cancer [21]; therefore, to dissect the role of *Stat3* and related genes, we isolated mRNA from specific areas of the lesions by laser microdissection (Figure 2B), thus enabling quantification of gene expression to be correlated to different cell types (mesothelial cells and stroma). *Stat3* was upregulated (>3-fold) in both the mesothelial layer and stroma isolated from animals exposed to either LFA or LNTs, and its expression correlated

### Figure 1. Asbestos and CNT Fiber-Induced Pleural Lesions Exhibit Common Length-Dependent Molecular Changes

(A) Left: transmission electron microscopy (TEM) images of the fiber panel; scale bars, 1 µm. Right: hematoxylin and eosin (H&E) images of the chest wall of mice at 1 and 12 weeks post-injection of the fiber panel (SFA, SNT, LFA, or LNT) compared to VC. Scale bars, 20 µm.  
(B) Cell types within the lesion were quantified (700–1,000 cells per cell marker, per treatment group; n = 4 per group) according to immunostaining (Figure S2) at 1 week and 12 weeks.  
(C) Gene expression pattern in control and fiber-exposed animals at 12 weeks post-injection. The heatmap displays the expression level of mRNAs extracted from the diaphragms of animals exposed to SFA, SNT, LFA, or LNT and VC (n = 4 per group). Legend bar shows the color code for the normalized intensity values.  
(D and E) Antibody array-based kinase profiling. (D) Common pattern of kinase activation induced by exposure to LFA and LNT at 1 and 12 weeks relative to VC (100%). (E) Activation of signaling pathways in human mesothelioma tissue from five patients is shown relative to kinase activity in normal primary mesothelial cells (control).  
(F) Human mesothelioma tissue was analyzed for phospho-STAT3 (Y705), phospho-ERK1/2 (T202/204), phospho-Akt (S473), and phospho-Src (Y418) by western blotting and compared to normal primary mesothelial cells (control). Representative data from six patients are shown.  
(G) Immunostaining of signaling proteins in paraffin-embedded sections of human mesothelioma tissue in relation to cancerous (M) and non-cancerous (L, lymphocytes; F, fibroblasts) cells. Representative data from three patients are shown. Scale bars, 100 µm.  
See also Figures S1–S3 and Tables S1–S3.

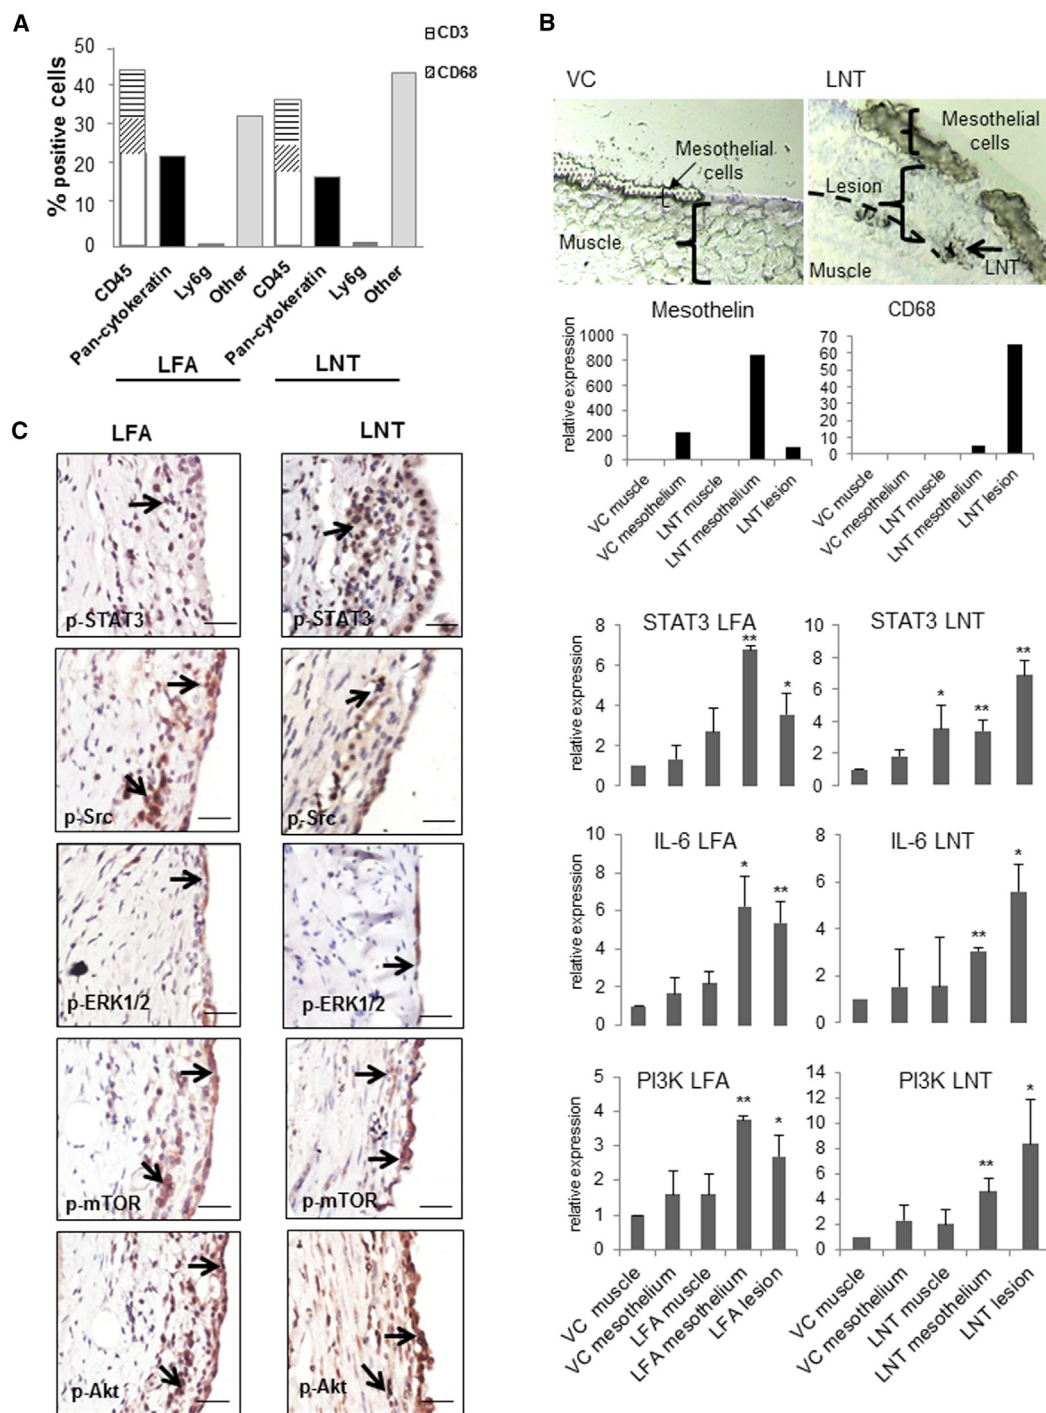

**Figure 2. Sustained Inflammation and Activation of Pro-oncogenic Signaling Pathways in LFA- and LNT-Induced Lesions at 6 Months Post-injection**

(A) Cell types in LFA- and LNT-induced inflammatory lesions at 6 months post-injection were quantified by immunostaining with a panel of cell markers (pan-cytokeratin, mesothelial cells; CD68, macrophages; CD45, leukocytes; CD3, T cells; Ly6g, granulocytes).

(B) Specific areas of tissue were isolated from fresh frozen diaphragms ( $n = 4$ ) by laser microdissection in order to examine gene expression levels in different cell types (muscle, mesothelium, and lesion). For validation of the cell-type selection, the expression level of the cell markers mesothelin and CD68 in the different areas sampled was measured by qPCR. The expression level of the genes encoding STAT3, IL-6, and PI3K was examined by qPCR in muscle, mesothelium, and lesion (where present) microdissected from mice exposed to VC, LFA, or LNT at 12 weeks post-injection. \* $p < 0.05$ , \*\* $p < 0.01$ .

(C) Activation of signaling pathways in the chest wall tissue of mice 6 months post-injection was analyzed by immunostaining. Positive staining for signaling proteins was observed in both mesothelial and non-mesothelial cells (black arrows). Scale bar, 20  $\mu\text{m}$ .

See also Figure S4.

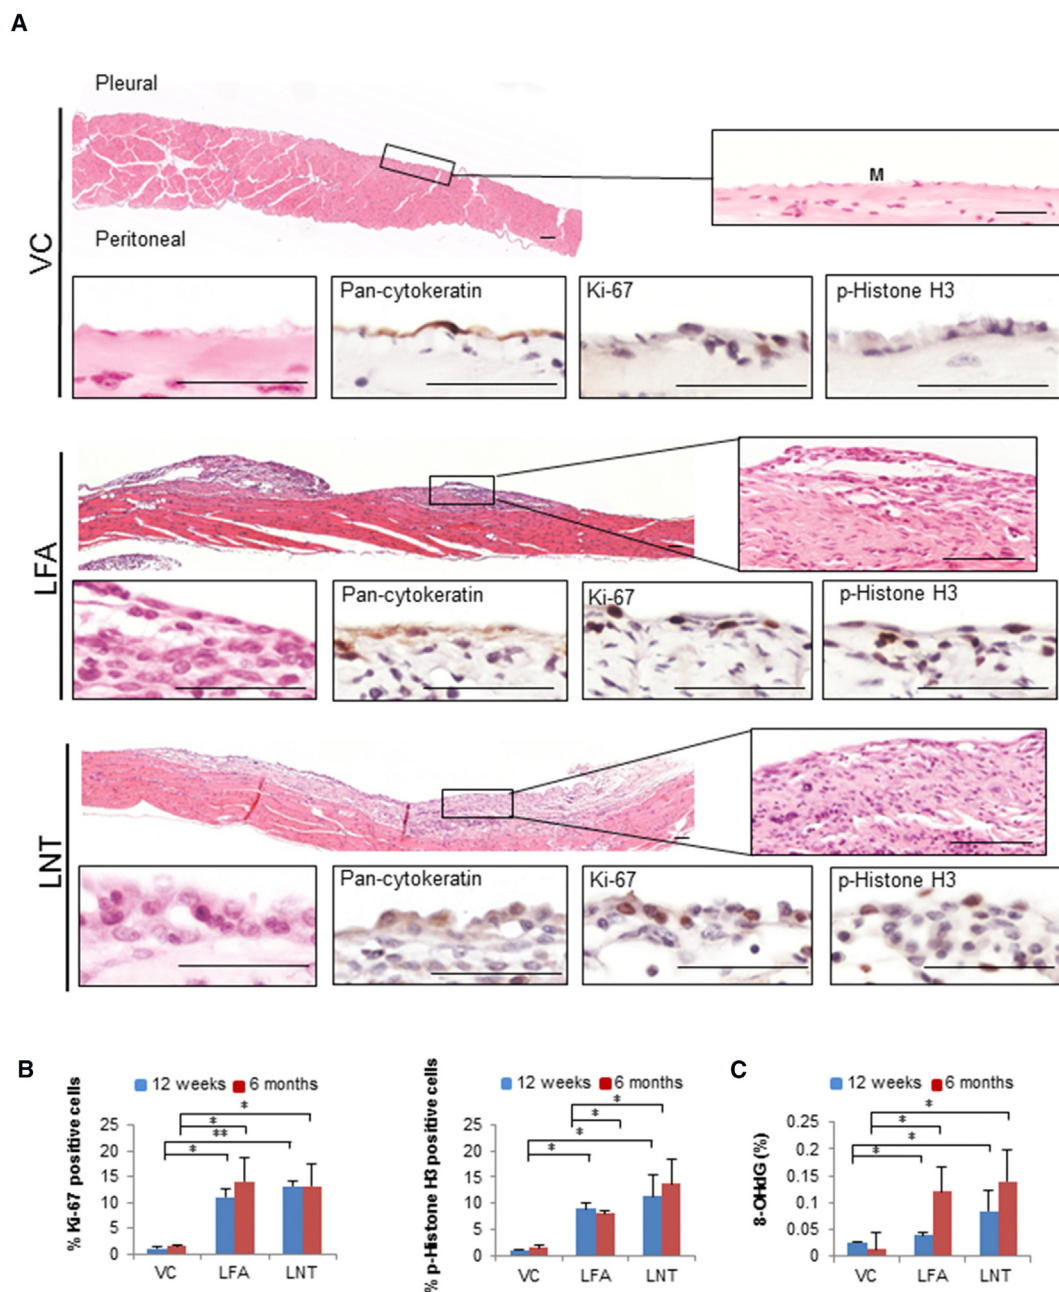

**Figure 3. Progressing LNT-Induced Inflammatory Lesions Display Increased Proliferation and DNA Damage**

(A) Representative H&E-stained sections of pleurae from VC-, LFA-, and LNT-exposed mice at 6 months post-injection. Callouts show plump proliferating mesothelial cells (M) on the pleural surface of LFA- and LNT-exposed mice (positive for pan-cytokeratin; proliferation marker, Ki-67; and mitotic marker, p-Histone H3). Scale bars, 50  $\mu$ m.

(B) Increased proliferation in lesions of LFA- and LNT-exposed mice at 12 weeks and 6 months post-injection compared to VC, quantified by cells stained positively for Ki-67 and p-Histone H3 (700–1,000 cells per cell marker, per animal;  $n = 3$  per group).

(C) Sustained DNA damage in LFA- and LNT-induced lesions. The percentage of genomic DNA containing 8-hydroxy-2'-deoxyguanosine (8-OHdG) progressively increased in diaphragms of mice exposed to LFA or LNT compared to VC ( $n = 4$  per group).

Graphs (B and C) show mean  $\pm$  SD; \* $p < 0.05$ , \*\* $p < 0.01$  (two-tailed Student's  $t$  test).

with mRNA levels of *IL-6*, a well-characterized inducer of STAT3 in the IL-6/JAK2/STAT3 cascade [22, 23]. Signaling via the PI3K/mTOR axis is also important in asbestos-induced carcinogenesis [24]; consistent with this, the *Pik3cg* gene was upregulated in both LFA- and LNT-treated mice (Figure 2B).

### Progression of Fiber-Induced Lesions Is Characterized by Increased Proliferation and Oxidative DNA Damage

At 6 months post-injection, both LFA- and LNT-induced lesions expanded to become contiguous with the surface of the chest wall and diaphragm (Figure 3A), containing zones of dense

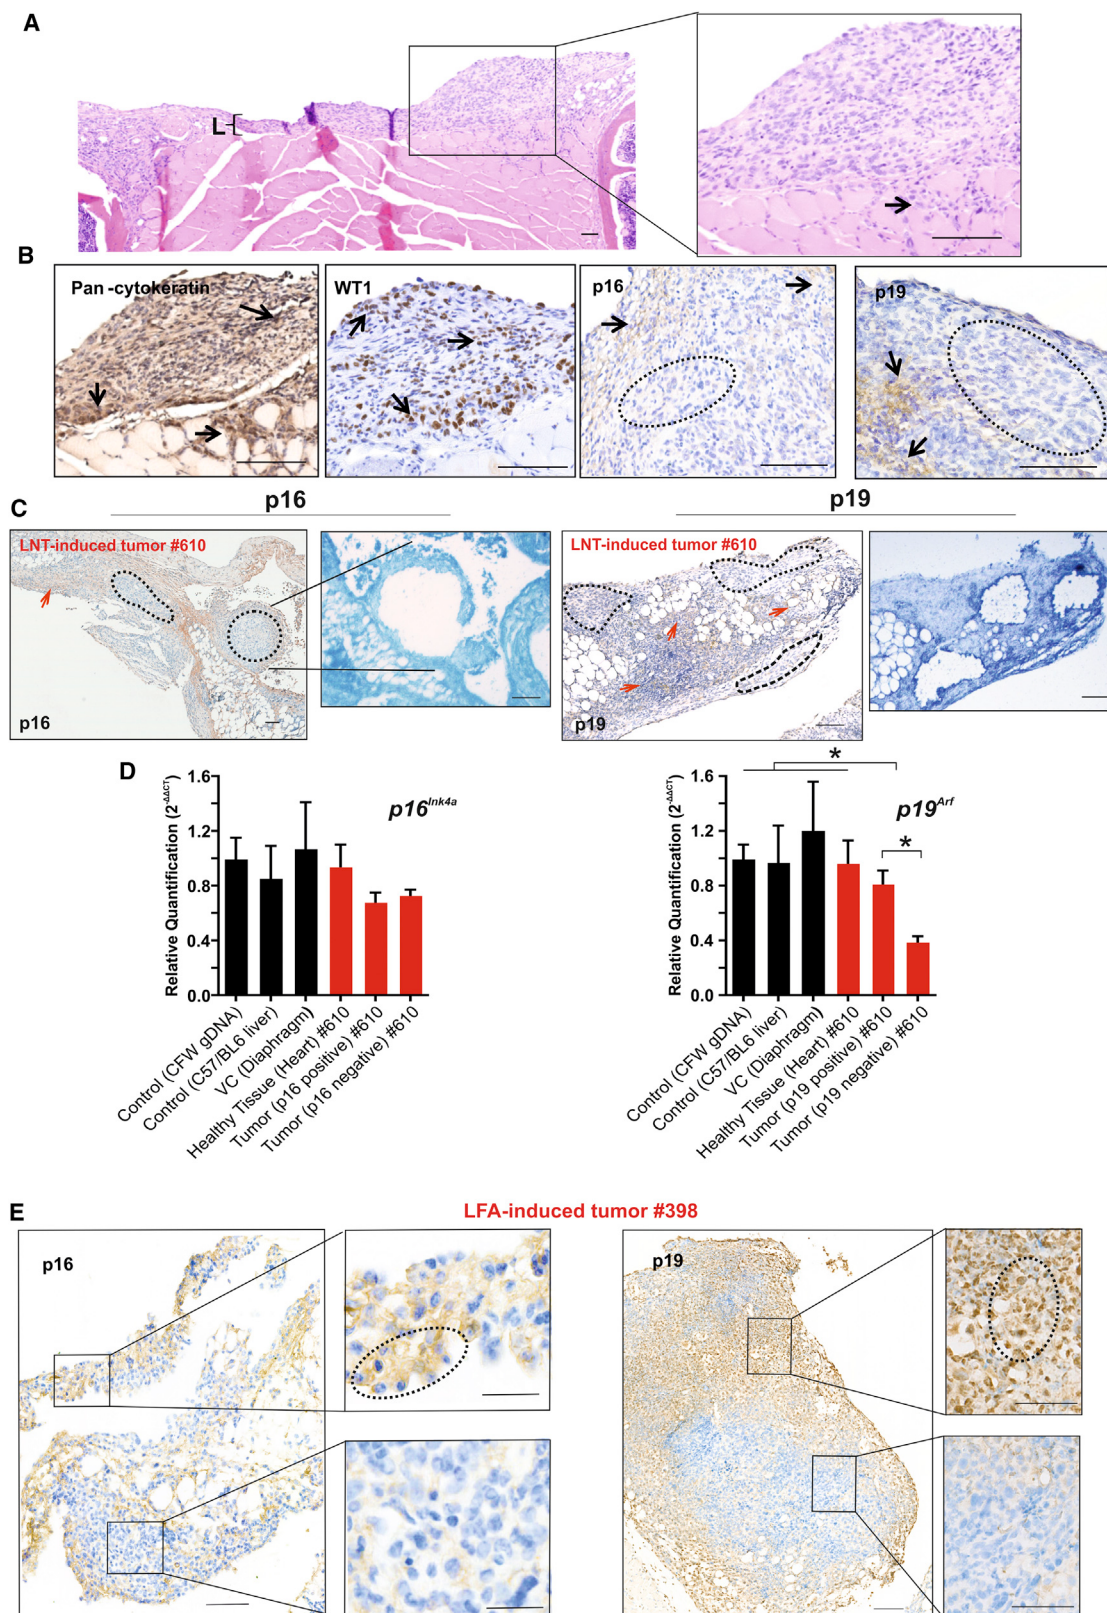

(legend on next page)

fibrous stroma, active fibroblasts, and scattered mononuclear cells. Again, a distinct pattern of signaling pathway activation was common to both LFA- and LNT-induced lesions (Figure 2C). To assess the extent of proliferation resulting from sustained aberrant signaling, we examined expression of the proliferation marker Ki-67 and the mitotic marker p-Histone H3. Increased phosphorylation of Histone H3 is also associated with chromatin accessibility and forms part of an epigenetic regulatory mechanism required for malignant transformation [25, 26]. A sustained increase in proliferating cells was seen throughout both LFA- and LNT-induced lesions (Figure 3B). Oxidative DNA damage is often characteristic of chronic inflammation [27] and facilitates epigenetic modifications, thereby promoting carcinogenesis [28]. Importantly, the level of 8-hydroxy-2'-deoxyguanosine (8-OHdG), a marker of oxidative stress and genotoxicity, progressively increased to a similar degree in DNA samples from both LFA- and LNT-induced lesions (Figure 3C).

#### LNTs and LFA Display Similar Carcinogenic Potential in the Pleura of Exposed Animals

To explore the carcinogenic potential of long fibers in the pleura, we examined fiber-induced pathology at later time points (12–20 months) following exposure to LNTs or LFA. All fiber-exposed animals displayed advanced pleural lesions with mesothelial hyperplasia, fibrosis, and chronic inflammation (Figures 4A and 5A). In 10%–25% of animals across three independent studies, LNT-induced lesions progressed to pleural mesothelioma (1/4 wild-type animals exposed to 2.5  $\mu$ g LNTs for 1 year; 1/4 animals exposed to 1  $\mu$ g LNTs for 18 months, 1/5 animals exposed to 0.5  $\mu$ g LNTs, and 1/12 animals exposed to 0.2  $\mu$ g LNTs for 20 months) (Figures 4A, S5, and S7). Out of 32 animals exposed to asbestos (25  $\mu$ g or 50  $\mu$ g) for 18–20 months, three mice developed mesothelioma (Figure S6). This incidence of mesothelioma is consistent with the 15%–37% (overall or high levels of exposure, respectively) reported in humans exposed to asbestos [29].

Both LNT- and LFA-induced tumors, involving the chest wall, diaphragm, and pericardium, stained positive for the mesothelial markers pan-cytokeratin and WT1 and exhibited histopathology consistent with malignant mesothelioma [30] (Figures 4B, S6A, and S7A). Aberrant signaling pathway activation, observed in earlier lesions (Figures 2C and S4), was sustained in the LNT-induced tumors (Figure S5C).

To explore the molecular events underlying progression of LNT- and LFA-induced inflammatory lesions to mesothelioma, we examined the status of the tumor suppressor gene *Cdkn2a* and its products p16 and p19, known to be disrupted in asbestos-induced mesothelioma in humans [31, 32] (Figures 4B–4E, S6, and S7). Large areas of LNT-induced tumor (#610) or LFA-induced tumor (#398), which were predominantly negative for p16 or p19 protein expression, were micro-dissected and examined for *p16<sup>Ink4a</sup>* and *p19<sup>Arf</sup>* status (Figure 4C). In LNT-induced tumors, relative quantification of gene copy number [33] confirmed loss of the *p19<sup>Arf</sup>* locus in the p19-negative areas, as evidenced by ~60% reduction in *p19<sup>Arf</sup>* genomic DNA (gDNA) compared to controls (Figure 4D). Loss of *p16<sup>Ink4a</sup>*, which is frequently co-deleted with *p19<sup>Arf</sup>* [34], was not detected at this stage (Figures 4D), suggesting that allelic deletion of *p19<sup>Arf</sup>* is an early event in LNT-induced carcinogenesis and indicating an alternative mechanism for p16 protein loss. Similarly, LNT tumor (#461) induced by a lower fiber dose (1  $\mu$ g versus 2.5  $\mu$ g) displayed loss of p16 and p19 protein expression, a reduction in *Cdkn2a* mRNA, and allelic loss of *p19<sup>Arf</sup>* (Figure S7). In LFA-induced mesothelioma, loss of p16 and p19 protein was evident by a patchy pattern of immunostaining (Figure 4E) and reduced *Cdkn2a* mRNA levels (Figure S6B), although no reduction in *p19<sup>Arf</sup>* gene copy number was detected at this stage (Figure S6C).

#### Both LNTs and LFA Induce Disruption of Tumor Suppressor Genes in the Mesothelial Cells of Inflammatory Lesions

The molecular changes that occur during the latency period of mesothelioma and drive the transition from pre-neoplastic to neoplastic stage of disease are largely unknown. To explore whether disruption of *Cdkn2a* occurred prior to tumor development, we examined the status of *Cdkn2a* in laser-dissected mesothelial cells from advanced inflammatory lesions. LNT-induced chronic inflammatory lesions from animals that did not develop tumors at the 1 year study end point (Figure 5A) displayed no reduction in *p16<sup>Ink4a</sup>* or *p19<sup>Arf</sup>* gene copy number (Figure 5D); however, mRNA levels were reduced (data not shown), and both p16 and p19 protein expression was absent in the majority of mesothelial cells in LNT-induced lesions (Figures 5B and 5C). Consistent with loss of the *CDKN2A*-encoded proteins p16/p14 in human mesothelioma, loss of p16 and p19

#### Figure 4. LNT- and LFA-Induced Inflammatory Lesions Progress to Malignant Mesothelioma with Disruption of *Cdkn2a* Gene and Encoded Proteins

- (A) LNT-induced mesothelioma at 12 months post-injection (animal ID: no. 610). The callout shows the mesothelioma composed of pleomorphic epithelioid tumor cells infiltrating into the underlying muscle (arrow). Adjacent to the tumor is an inflammatory lesion (L). Scale bars, 100  $\mu$ m.
- (B) Immunostaining of LNT-induced mesothelioma (animal ID: no. 610). Tumor cells stained positively for the mesothelial cell markers pan-cytokeratin and WT1 (arrows); the tumor areas stained positively (arrows) or negatively (circle) for the *Cdkn2a*-encoded proteins p16 and p19. Scale bars, 100  $\mu$ m.
- (C) Immunostaining of LNT-induced tumor (animal ID: no. 610) for p16 and p19. Negatively (circled) and positively (red arrows) stained areas were dissected and collected by power-assisted laser micro-dissection (PALM) for gDNA extraction and qPCR analysis. Callouts show a subsequent crystal violet-stained section of tumor after collection of selected areas. Scale bars, 100  $\mu$ m.
- (D) Relative quantification (mean of  $2^{-\Delta\Delta CT}$ ) of *p16<sup>Ink4a</sup>* and *p19<sup>Arf</sup>* gene copy number in gDNA from micro-dissected tumor and healthy tissue from the same animal or VC, showing allelic loss of *p19<sup>Arf</sup>* in p19-negative tumor areas compared to controls or p19-positive tumor areas. Graphs show mean  $\pm$  SD; \* $p < 0.05$  (significant difference is defined by Z score analysis; see also STAR Methods).
- (E) Immunostaining of LFA-induced tumor (animal ID: no. 398) for p16 and p19 protein. Callouts show positively stained areas (circled) in the upper panels and negatively stained areas in the lower panels that were dissected and collected by PALM for gDNA extraction and qPCR analysis (see Figure S6C). Scale bars, 100  $\mu$ m. See also Figures S5–S7.

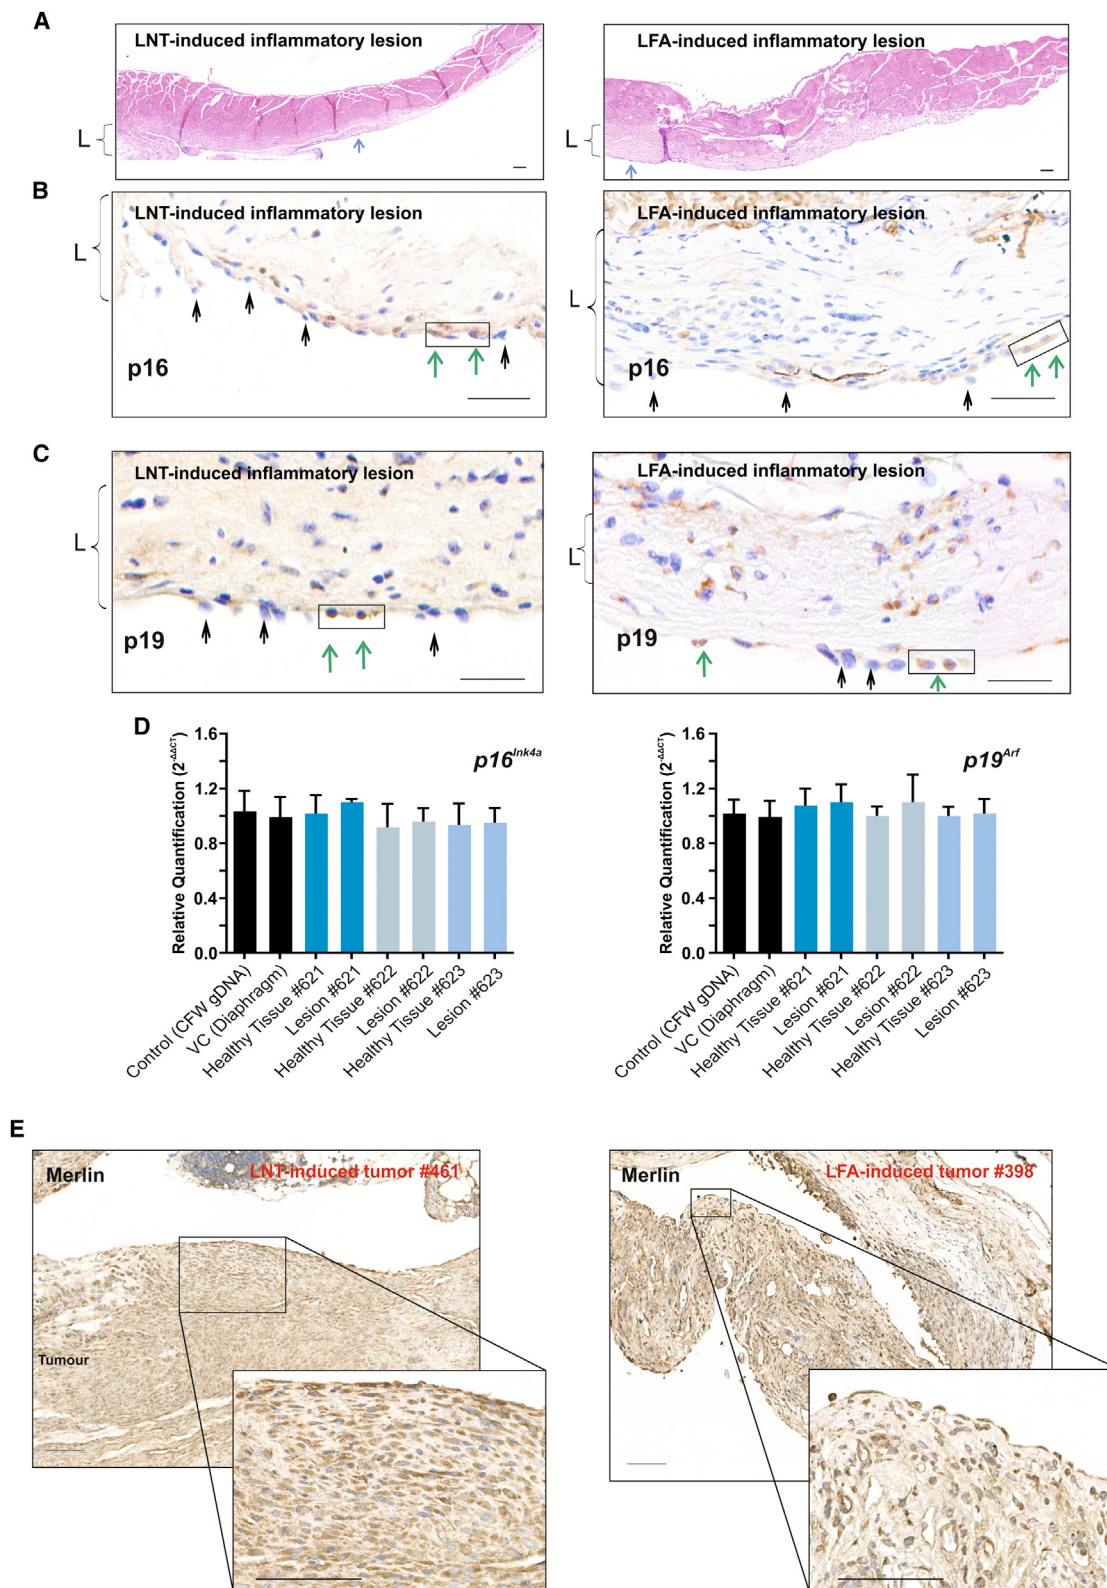

**Figure 5. Chronic Inflammatory Lesions Induced by Long Fibers Display Loss of p16 and 19 Expression**

(A) Representative H&E-stained sections of diaphragm from LNT- and LFA-exposed animals that did not have tumors at the 1 year study endpoint, displaying extensive chronic inflammatory lesions (L) with fibrosis, infiltrating inflammatory cells, and plump reactive mesothelial cells on the surface of pleural lesions (blue arrows). Scale bars, 100  $\mu$ m.

(legend continued on next page)

protein expression was also evident in advanced LFA-induced lesions from animals that did not develop mesothelioma at the 1 year study end point (Figures 5B and 5C). No loss of *NF2*-encoded Merlin expression was detected in either LFA- or LNT-induced tumors (Figure 5E). Mesothelial expression of Merlin in the LFA- and LNT-induced inflammatory lesions was not altered (data not shown).

DNA hypermethylation is frequently associated with tumor suppressor gene transcriptional inactivation. Importantly, loss of function often occurs during the early stages of carcinogenesis and predominately at the pre-cancerous stage [7, 8]. To explore possible epigenetic mechanisms of fiber-induced carcinogenesis, we examined gDNA from animals with advanced LNT-induced inflammatory lesions and inflammatory lesions and/or tumors from animals with LNT-induced mesothelioma (#610 and #461), as well as inflammatory lesions and/or tumors from animals with LFA-induced mesothelioma (#398), for *p16<sup>Ink4a</sup>* or *p19<sup>Arf</sup>* methylation status. Bisulphite sequencing confirmed hypermethylation of CpG islands in *p16<sup>Ink4a</sup>* and *p19<sup>Arf</sup>* (located in exon 1 $\alpha$  and the 5' region flanking exon 1 $\beta$ , respectively) in mesothelial cells in advanced LNT- and LFA-induced lesions, as well as in LFA- and LNT-induced tumors, compared with VC (Figures 6 and S7E).

## DISCUSSION

Here, we show for the first time that common molecular events underlie the development of LFA- and LNT-induced pleural lesions that progress to mesothelioma (Figure 7). Aberrant cell signaling was detected as early as 1 week post-instillation and sustained during the entire time of disease progression, including end-stage disease, in mice. Importantly, this pattern of pro-oncogenic signaling was strikingly similar in mesothelioma patients. The potential role of the stromal component of human mesothelioma in tumor progression has been highlighted previously [35, 36]. In this regard, we now show that sustained activation of pro-oncogenic signaling pathways in fiber-induced lesions occurs largely in non-mesothelial (stromal) cells as fiber-induced lesions progress. Our data therefore suggest that proliferation of the mesothelial cell layer and the presence of “reactive” (changed morphology) mesothelial cells within the lesions occurs as a consequence of the crosstalk between stromal cells with activated pro-oncogenic pathways and target mesothelial cells.

Inflammatory signals cause alterations in the cellular epigenetic program and induce hypermethylation [37]. The presence of oxidative DNA damage could also contribute to pro-oncogenic events within the microenvironment, favoring aberrant DNA methylation in target cells [38], with hypermethylation of *Cdkn2a* (*Ink4a/Arf*) in LNT- and LFA-induced lesions prior to tumor development leading to allelic loss of *p19<sup>Arf</sup>*, as has

been suggested in other cancers [17]. Consistent with a role for hypermethylation, DNMT3a and DNMT3b mRNA levels were increased in mesothelial cells from LFA- and LNT-induced tumors (data not shown).

Alteration of the *CDKN2A* locus in human malignant mesothelioma has been reported with inactivation of p16 in more than a half of mesothelioma patients [9] and, in more recent studies, with hypermethylation and silencing of p19 in 44% of patients [39].

Significantly, we discovered that epigenetic silencing of *Cdkn2a* (*Ink4a/Arf*) and deletion of *p19<sup>Arf</sup>* observed in LNT-induced tumors recapitulates common features of human asbestos-induced mesothelioma (Figure 7). Overall, these findings provide important new insights into the early molecular changes that occur during the long latency period between fiber exposure and mesothelioma development and identifies epigenetic and/or genetic disruption of *Cdkn2a* as a key event in long-fiber-induced malignant transformation (Figure 7). Importantly, these findings facilitate the identification of potential biomarkers for earlier detection of asbestos-induced mesothelioma, as well as the development of new therapeutic avenues by which to tackle early-stage disease.

Immunostaining of both LFA- and LNT-induced mesotheliomas for the tumor suppressor protein BAP1 revealed positive cytoplasmic staining in all tumor cells and positive nuclear staining in ~10% tumor cells (data not shown). In view of the latest findings of separate activities of BAP1 in the nucleus and cytoplasm, as well as a possible requirement for both cytoplasmic and nuclear forms to exert a tumor suppressor function, the molecular involvement of BAP1 in carbon nanofiber-induced carcinogenesis will be a focus of our future work.

The long latency of malignant mesothelioma, with decades-long chronic inflammation accompanied by an aberrant microenvironment and the presence of ROS and oxidative DNA damage, would advocate a multifactorial mechanism of disease development, with a clear contribution via loss of tumor suppressor genes such as p16 and p19, as reported here.

Overall, the common signature of LFA- and LNT-induced pathology demonstrates that there is a conserved molecular mechanism through which long fibers induce pleural disease, including mesothelioma, and crucially our data place long CNT fibers on the same adverse outcome pathway as asbestos. Notably, other nanofibers have been shown to produce length-dependent inflammatory effects in the pleura similar to LNTs [40], suggesting that any respirable long fiber that is biopersistent may pose a similar hazard. Given that the increasing manufacture of long CNT fibers raises the potential for human exposure, our findings reinforce the need for caution when using these agents if long-term harm is to be avoided.

(B) Loss of p16 expression in mesothelial cells in LNT- and LFA-induced inflammatory lesions. Representative images of immunostaining for p16 show predominantly negatively stained (black arrows) and only a few (boxed) positively stained (green arrows) mesothelial cells. Scale bars, 100  $\mu$ m.

(C) Loss of p19 protein expression in mesothelial cells in LNT- and LFA-induced inflammatory lesions. Representative images of immunostaining for p19 show predominantly negatively stained (black arrows) and only a few (boxed) positively stained (green arrows) mesothelial cells. Scale bars, 100  $\mu$ m.

(D) Relative quantification (mean of  $2^{-\Delta\Delta CT}$ ) of *p16<sup>Ink4a</sup>* and *p19<sup>Arf</sup>* gene copy number by qPCR analysis in gDNA isolated from positively and negatively stained mesothelial cells in the LNT-induced inflammatory lesions (animal IDs: nos. 621, 622, and 623) compared to controls.

(E) Immunostaining for the *NF2*-encoded protein Merlin in LNT (animal ID: no. 461) and LFA (animal ID: no. 398) tumors. Representative images show positive cytoplasmic staining of tumor areas. Scale bars, 100  $\mu$ m.

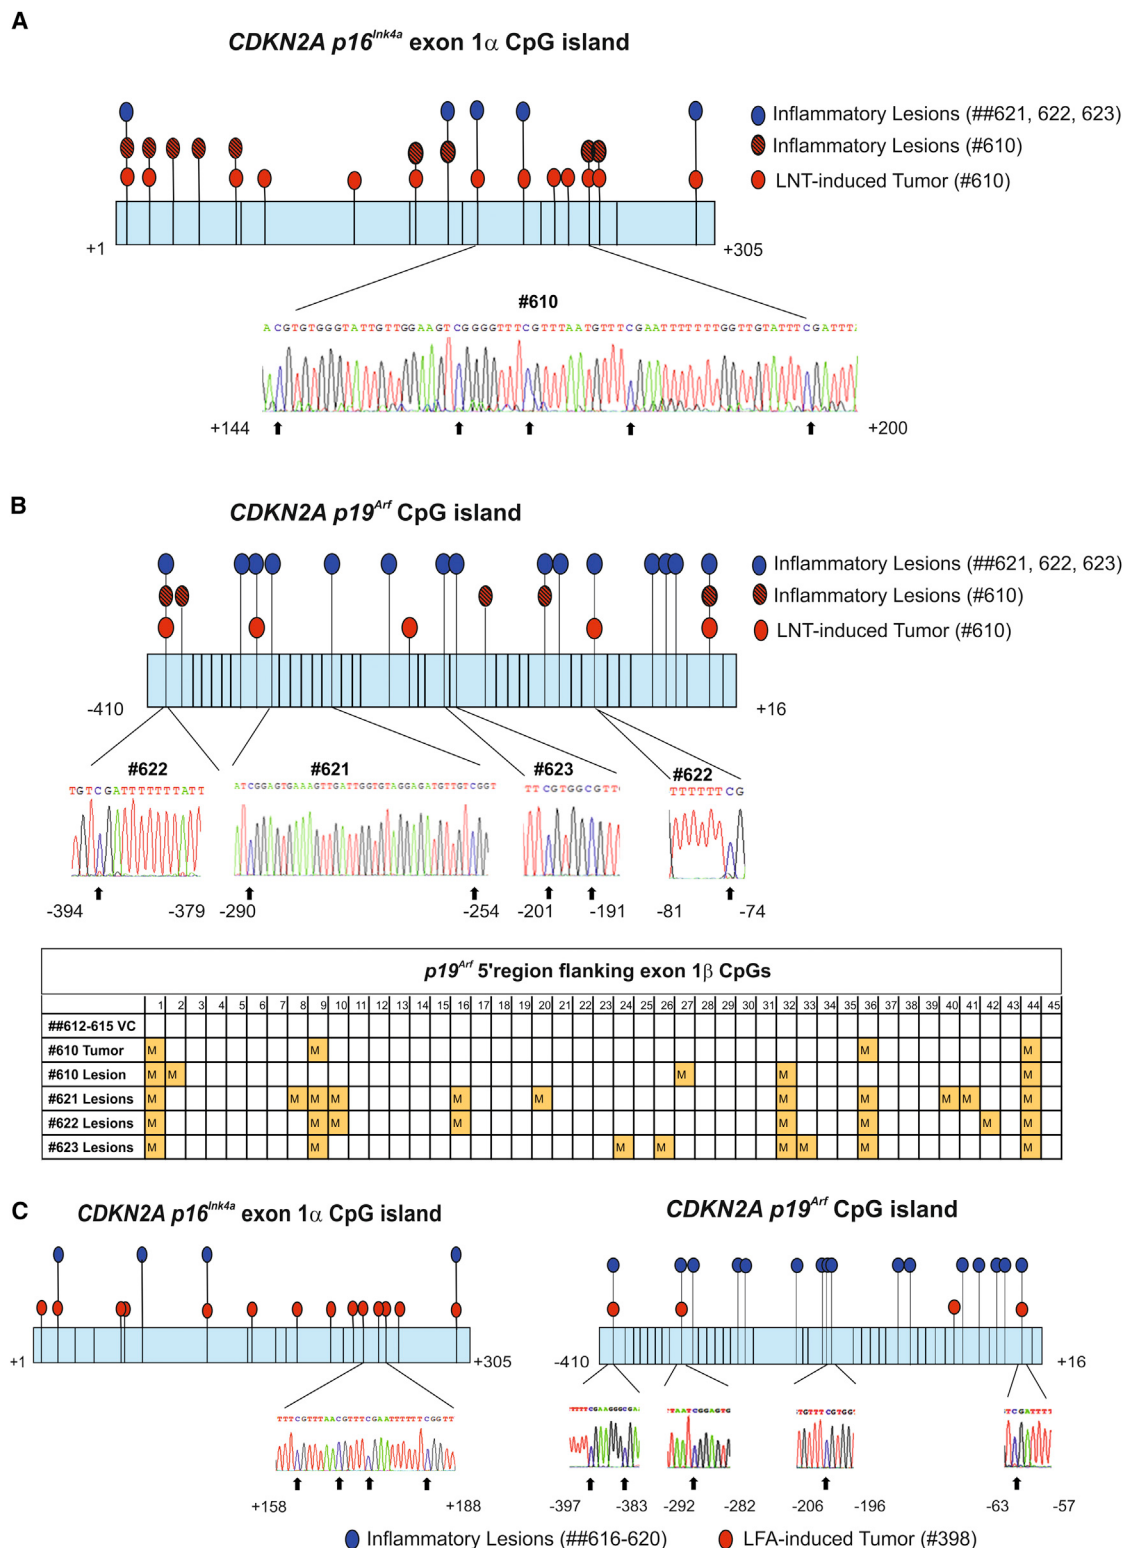

**Figure 6. Chronic Inflammatory Lesions and Malignant Mesothelioma Induced by LFA and LNT Display Hypermethylation of the *Cdkn2a* (*p16<sup>Ink4a</sup>/p19<sup>Arf</sup>*) Locus**

(A) Schematic representation of the hypermethylation profile of the *p16<sup>Ink4a</sup>* CpG island in exon 1 $\alpha$  determined by bisulfite sequencing of gDNA. All CpG dinucleotides are shown by vertical lines. Hypermethylated CpG sites were identified in gDNA extracted from p16-negative areas of LNT-induced tumor (animal ID: no. 610; red-filled circles), in gDNA isolated from mesothelial cells in inflammatory non-neoplastic lesions from the same animal (hatched circles), and in gDNA

(legend continued on next page)

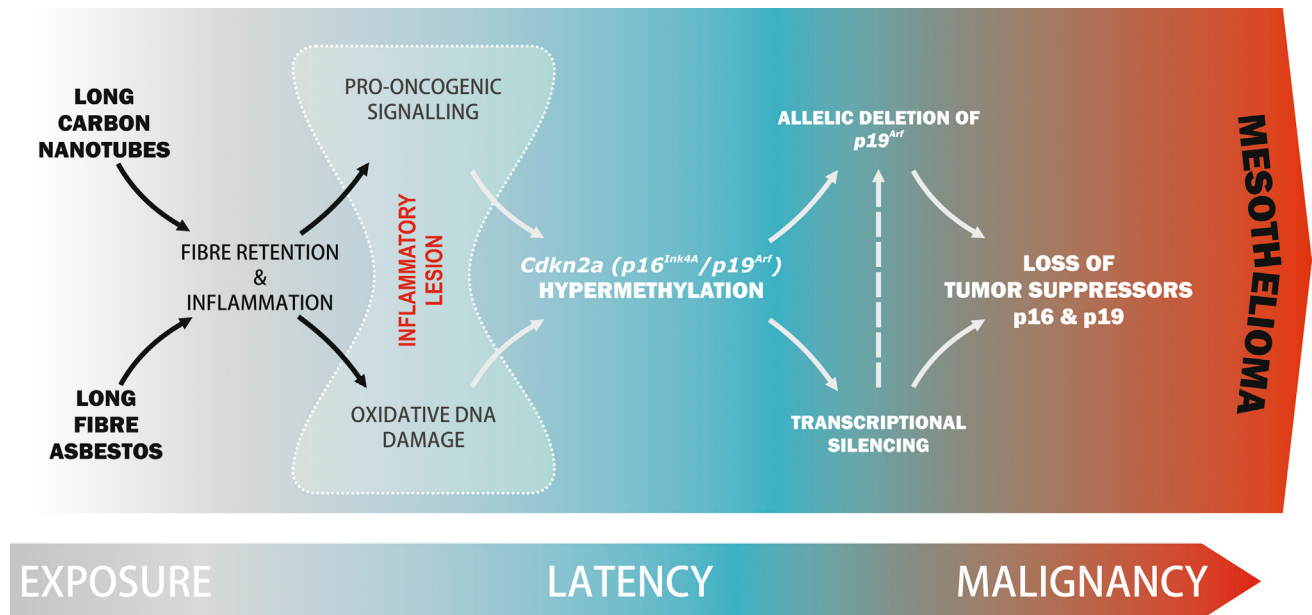

**Figure 7. LNTs Replicate Asbestos-Induced Mesothelioma with Disruption of the Tumor Suppressor Gene *Cdkn2a* (*Ink4a/Arf*)**

Schematic depicting the sequence of events in the pleurae of animals exposed to LFA or LNT showing commonality in LFA- and LNT-induced disease progression that replicates mesothelioma development in humans.

## STAR★METHODS

Detailed methods are provided in the online version of this paper and include the following:

- **KEY RESOURCES TABLE**
- **CONTACT FOR REAGENT AND RESOURCE SHARING**
- **EXPERIMENTAL MODEL AND SUBJECT DETAILS**
  - Experimental animals
  - Human subjects
  - Fiber samples
  - Intrapleural injection
- **METHOD DETAILS**
  - Experimental Design
  - Tissue dissection
  - Kinome profiling
  - RNA microarrays
  - Immunohistochemistry
  - Laser microdissection and RNA analysis

- Immunoblotting
- DNA damage assessment
- Relative quantification of gene copy number by real-time PCR
- Bisulphite sequencing
- **QUANTIFICATION AND STATISTICAL ANALYSIS**
  - Analysis of microarray data
  - Quantification of Ki-67 and phospho-Histone H3 positive cells
  - Quantification of DNA damage
  - Real time PCR
  - Relative quantification of gene copy number by real-time PCR
- **DATA AND SOFTWARE AVAILABILITY**

## SUPPLEMENTAL INFORMATION

Supplemental Information includes seven figures and four tables and can be found with this article online at <https://doi.org/10.1016/j.cub.2017.09.007>.

from mesothelial cells in chronic inflammatory lesions of LNT-exposed animals that did not develop tumors at the 1 year study endpoint (animal IDs: nos. 621, 622, ad 623; blue-filled circles). The call-out shows a region of bisulphite converted sequence with unconverted cytosines (arrows).

(B) Schematic representation of the hypermethylation status of the 5' *p19<sup>Arf</sup>* CpG island located upstream of exon 1β determined by bisulphite sequencing. All CpG dinucleotide positions are shown by vertical lines. Hypermethylated CpG sites were identified in p19-negative areas of LNT-induced tumor (no. 610; red-filled circles), in mesothelial cells isolated from inflammatory non-neoplastic lesions of the same animal (hatched circles), and in mesothelial cells isolated from chronic inflammatory lesions of LNT-exposed animals that did not develop tumors at the 1 year study endpoint (animal IDs: nos. 621, 622, and 623; blue-filled circles). Callouts show examples of unconverted cytosines in hypermethylated CpGs. Results are summarized in the table, where each yellow-filled square represents multiple sequencing runs (unconverted CpG detected in 10–60 clones compared to none in VC).

(C) Schematic representation of the hypermethylation profile of the *p16<sup>Ink4a</sup>* CpG island in exon 1α and the 5' *p19<sup>Arf</sup>* CpG island located upstream of exon 1β determined by bisulphite sequencing. Hypermethylated CpG sites were identified in gDNA extracted from p16-negative areas of LFA-induced tumor (animal ID: no. 398; red-filled circles) and in gDNA from mesothelial cells in chronic inflammatory lesions of LFA-exposed animals that did not develop tumors at the 1 year study endpoint (animal IDs: nos. 616–620; blue-filled circles). The callout shows a region of bisulphite converted sequence with unconverted cytosines.

See also Figure S7.

## AUTHOR CONTRIBUTIONS

T.C. and F.A.M. designed experiments and co-wrote the paper. T.C., S. Galavotti, and F.A.M. conducted the majority of experiments and prepared the manuscript. X.-M.S., I.R.P., S. Grosso, and A.S. conducted experiments and helped with manuscript preparation. A.N. and J.B. recruited patients and contributed to discussions. C.A.P. and K.D. contributed to experimental design, data interpretation, and writing of the paper. P.G., J.Z.-C., D.D., K.M.D., and J.L.Q. performed data analysis. M.M., T.C., A.E.W., and M.B. conceived the study, designed experiments, and wrote the manuscript.

## ACKNOWLEDGMENTS

We gratefully acknowledge Dr. Ian Kinloch (University of Manchester) for provision of LNT samples. We are grateful to Dr. J. Howard Pringle, Dr. David Moore, and Dr. Hakan Bagci for helpful discussions. We thank Jennifer Edwards and Dr. Edward T.W. Bampton for sample preparation and Biological Services (University of Edinburgh and University of Leicester) for technical assistance. This work was supported by the UK Medical Research Council. I.R.P. was supported by a British Lung Foundation asbestos project grant award (APG 13–6).

Received: May 5, 2017

Revised: July 18, 2017

Accepted: September 5, 2017

Published: November 6, 2017

## REFERENCES

- Murphy, F.A., Poland, C.A., Duffin, R., Al-Jamal, K.T., Ali-Boucetta, H., Nunes, A., Byrne, F., Prina-Mello, A., Volkov, Y., Li, S., et al. (2011). Length-dependent retention of carbon nanotubes in the pleural space of mice initiates sustained inflammation and progressive fibrosis on the parietal pleura. *Am. J. Pathol.* **178**, 2587–2600.
- Nagai, H., and Toyokuni, S. (2010). Biopersistent fiber-induced inflammation and carcinogenesis: lessons learned from asbestos toward safety of fibrous nanomaterials. *Arch. Biochem. Biophys.* **502**, 1–7.
- Lecomte, C., Andujar, P., Renier, A., Kheuang, L., Abramowski, V., Mellottee, L., Fleury-Feith, J., Zucman-Rossi, J., Giovannini, M., and Jaurand, M.C. (2005). Similar tumor suppressor gene alteration profiles in asbestos-induced murine and human mesothelioma. *Cell Cycle* **4**, 1862–1869.
- Guo, G., Chmielecki, J., Goparaju, C., Heguy, A., Dolgalev, I., Carbone, M., Seepo, S., Meyerson, M., and Pass, H.I. (2015). Whole-exome sequencing reveals frequent genetic alterations in BAP1, NF2, CDKN2A, and CUL1 in malignant pleural mesothelioma. *Cancer Res.* **75**, 264–269.
- Lo Iacono, M., Monica, V., Righi, L., Grosso, F., Libener, R., Vatrano, S., Bironzo, P., Novello, S., Musmeci, L., Volante, M., et al. (2015). Targeted next-generation sequencing of cancer genes in advanced stage malignant pleural mesothelioma: a retrospective study. *J. Thorac. Oncol.* **10**, 492–499.
- Sosa, V., Moliné, T., Somoza, R., Paciucci, R., Kondoh, H., and LLeonart, M.E. (2013). Oxidative stress and cancer: an overview. *Ageing Res. Rev.* **12**, 376–390.
- Feinberg, A.P., and Tycko, B. (2004). The history of cancer epigenetics. *Nat. Rev. Cancer* **4**, 143–153.
- Yamada, Y., Jackson-Grusby, L., Linhart, H., Meissner, A., Eden, A., Lin, H., and Jaenisch, R. (2005). Opposing effects of DNA hypomethylation on intestinal and liver carcinogenesis. *Proc. Natl. Acad. Sci. USA* **102**, 13580–13585.
- Hirao, T., Bueno, R., Chen, C.J., Gordon, G.J., Hellig, E., and Kelsey, K.T. (2002). Alterations of the p16(INK4) locus in human malignant mesothelial tumors. *Carcinogenesis* **23**, 1127–1130.
- Porter, D.W., Hubbs, A.F., Mercer, R.R., Wu, N., Wolfarth, M.G., Sriram, K., Leonard, S., Battelli, L., Schwegler-Berry, D., Friend, S., et al. (2010). Mouse pulmonary dose- and time course-responses induced by exposure to multi-walled carbon nanotubes. *Toxicology* **269**, 136–147.
- Poland, C.A., Duffin, R., Kinloch, I., Maynard, A., Wallace, W.A., Seaton, A., Stone, V., Brown, S., Macnee, W., and Donaldson, K. (2008). Carbon nanotubes introduced into the abdominal cavity of mice show asbestos-like pathogenicity in a pilot study. *Nat. Nanotechnol.* **3**, 423–428.
- Rittinghausen, S., Hackbarth, A., Creutzenberg, O., Ernst, H., Heinrich, U., Leonhardt, A., and Schaudien, D. (2014). The carcinogenic effect of various multi-walled carbon nanotubes (MWCNTs) after intraperitoneal injection in rats. *Part. Fibre Toxicol.* **11**, 59.
- Takagi, A., Hirose, A., Nishimura, T., Fukumori, N., Ogata, A., Ohashi, N., Kitajima, S., and Kanno, J. (2008). Induction of mesothelioma in p53+/- mouse by intraperitoneal application of multi-wall carbon nanotube. *J. Toxicol. Sci.* **33**, 105–116.
- Nagai, H., Okazaki, Y., Chew, S.H., Misawa, N., Yamashita, Y., Akatsuka, S., Ishihara, T., Yamashita, K., Yoshikawa, Y., Yasui, H., et al. (2011). Diameter and rigidity of multiwalled carbon nanotubes are critical factors in mesothelial injury and carcinogenesis. *Proc. Natl. Acad. Sci. USA* **108**, E1330–E1338.
- Takagi, A., Hirose, A., Futakuchi, M., Tsuda, H., and Kanno, J. (2012). Dose-dependent mesothelioma induction by intraperitoneal administration of multi-wall carbon nanotubes in p53 heterozygous mice. *Cancer Sci.* **103**, 1440–1444.
- Donaldson, K., Poland, C.A., Murphy, F.A., MacFarlane, M., Chernova, T., and Schinwald, A. (2013). Pulmonary toxicity of carbon nanotubes and asbestos - similarities and differences. *Adv. Drug Deliv. Rev.* **65**, 2078–2086.
- Donaldson, K., Brown, G.M., Brown, D.M., Bolton, R.E., and Davis, J.M. (1989). Inflammation generating potential of long and short fibre amosite asbestos samples. *Br. J. Ind. Med.* **46**, 271–276.
- Davis, J.M., Addison, J., Bolton, R.E., Donaldson, K., Jones, A.D., and Smith, T. (1986). The pathogenicity of long versus short fibre samples of amosite asbestos administered to rats by inhalation and intraperitoneal injection. *Br. J. Exp. Pathol.* **67**, 415–430.
- Mercer, R.R., Hubbs, A.F., Scabilloni, J.F., Wang, L., Battelli, L.A., Schwegler-Berry, D., Castranova, V., and Porter, D.W. (2010). Distribution and persistence of pleural penetrations by multi-walled carbon nanotubes. *Part. Fibre Toxicol.* **7**, 28.
- Tian, F., Habel, N.C., Yin, R., Hirn, S., Banerjee, A., Ercal, N., Takenaka, S., Estrada, G., Kostarelos, K., Kreyling, W., and Stoeger, T. (2013). Pulmonary DWCNT exposure causes sustained local and low-level systemic inflammatory changes in mice. *Eur. J. Pharm. Biopharm.* **84**, 412–420.
- Aggarwal, B.B., Kunnumakkara, A.B., Harikumar, K.B., Gupta, S.R., Tharakan, S.T., Koca, C., Dey, S., and Sung, B. (2009). Signal transducer and activator of transcription-3, inflammation, and cancer: how intimate is the relationship? *Ann. N Y Acad. Sci.* **1171**, 59–76.
- Squarize, C.H., Castilho, R.M., Sriuranpong, V., Pinto, D.S., Jr., and Gutkind, J.S. (2006). Molecular cross-talk between the NFκB and STAT3 signaling pathways in head and neck squamous cell carcinoma. *Neoplasia* **8**, 733–746.
- Adachi, Y., Aoki, C., Yoshio-Hoshino, N., Takayama, K., Curiel, D.T., and Nishimoto, N. (2006). Interleukin-6 induces both cell growth and VEGF production in malignant mesotheliomas. *Int. J. Cancer* **119**, 1303–1311.
- Wilson, S.M., Barbone, D., Yang, T.M., Jablons, D.M., Bueno, R., Sugarbaker, D.J., Nishimura, S.L., Gordon, G.J., and Broaddus, V.C. (2008). mTOR mediates survival signals in malignant mesothelioma grown as tumor fragment spheroids. *Am. J. Respir. Cell Mol. Biol.* **39**, 576–583.
- Vandermeers, F., Neelature Sriramareddy, S., Costa, C., Hubaux, R., Cosse, J.P., and Willems, L. (2013). The role of epigenetics in malignant pleural mesothelioma. *Lung Cancer* **81**, 311–318.
- Li, B., Huang, G., Zhang, X., Li, R., Wang, J., Dong, Z., and He, Z. (2013). Increased phosphorylation of histone H3 at serine 10 is involved in

- Epstein-Barr virus latent membrane protein-1-induced carcinogenesis of nasopharyngeal carcinoma. *BMC Cancer* 13, 124.
27. Lonkar, P., and Dedon, P.C. (2011). Reactive species and DNA damage in chronic inflammation: reconciling chemical mechanisms and biological fates. *Int. J. Cancer* 128, 1999–2009.
  28. Valko, M., Izakovic, M., Mazur, M., Rhodes, C.J., and Telser, J. (2004). Role of oxygen radicals in DNA damage and cancer incidence. *Mol. Cell. Biochem.* 266, 37–56.
  29. Berry, G., Reid, A., Aboagye-Sarfo, P., de Klerk, N.H., Olsen, N.J., Merler, E., Franklin, P., and Musk, A.W. (2012). Malignant mesotheliomas in former miners and millers of crocidolite at Wittenoom (Western Australia) after more than 50 years follow-up. *Br. J. Cancer* 106, 1016–1020.
  30. Greaves, P., Chouinard, L., Ernst, H., Mecklenburg, L., Pruimboom-Brees, I.M., Rinke, M., Rittinghausen, S., Thibault, S., Von Erichsen, J., and Yoshida, T. (2013). Proliferative and non-proliferative lesions of the rat and mouse soft tissue, skeletal muscle and mesothelium. *J. Toxicol. Pathol.* 26 (Suppl 3), 1S–26S.
  31. Wong, L., Zhou, J., Anderson, D., and Kratzke, R.A. (2002). Inactivation of p16INK4a expression in malignant mesothelioma by methylation. *Lung Cancer* 38, 131–136.
  32. Destro, A., Ceresoli, G.L., Baryshnikova, E., Garassino, I., Zucali, P.A., De Vincenzo, F., Bianchi, P., Morengi, E., Testori, A., Alloisio, M., et al. (2008). Gene methylation in pleural mesothelioma: correlations with clinico-pathological features and patient's follow-up. *Lung Cancer* 59, 369–376.
  33. Moore, D.A., Saldanha, G., Ehdode, A., Potter, L., Dyall, L., Bury, D., and Pringle, J.H. (2013). Accurate detection of copy number changes in DNA extracted from formalin-fixed, paraffin-embedded melanoma tissue using duplex ratio tests. *J. Mol. Diagn.* 15, 687–694.
  34. Jean, D., Thomas, E., Manié, E., Renier, A., de Reynies, A., Lecomte, C., Andujar, P., Fleury-Feith, J., Galateau-Sallé, F., Giovannini, M., et al. (2011). Syntenic relationships between genomic profiles of fiber-induced murine and human malignant mesothelioma. *Am. J. Pathol.* 178, 881–894.
  35. Suzuki, K., Kadota, K., Sima, C.S., Sadelain, M., Rusch, V.W., Travis, W.D., and Adusumilli, P.S. (2011). Chronic inflammation in tumor stroma is an independent predictor of prolonged survival in epithelioid malignant pleural mesothelioma patients. *Cancer Immunol. Immunother.* 60, 1721–1728.
  36. Pinato, D.J., Mauri, F.A., Ramakrishnan, R., Wahab, L., Lloyd, T., and Sharma, R. (2012). Inflammation-based prognostic indices in malignant pleural mesothelioma. *J. Thorac. Oncol.* 7, 587–594.
  37. Abu-Remaileh, M., Bender, S., Raddatz, G., Ansari, I., Cohen, D., Gutekunst, J., Musch, T., Linhart, H., Breiling, A., Pikarsky, E., et al. (2015). Chronic inflammation induces a novel epigenetic program that is conserved in intestinal adenomas and in colorectal cancer. *Cancer Res.* 75, 2120–2130.
  38. Morano, A., Angrisano, T., Russo, G., Landi, R., Pezone, A., Bartollino, S., Zuchegna, C., Babbio, F., Bonapace, I.M., Allen, B., et al. (2014). Targeted DNA methylation by homology-directed repair in mammalian cells. Transcription reshapes methylation on the repaired gene. *Nucleic Acids Res.* 42, 804–821.
  39. Fischer, J.R., Ohnmacht, U., Rieger, N., Zemaitis, M., Stoffregen, C., Kostrzewa, M., Buchholz, E., Manegold, C., and Lahm, H. (2006). Promoter methylation of RASSF1A, RARBeta and DAPK predict poor prognosis of patients with malignant mesothelioma. *Lung Cancer* 54, 109–116.
  40. Schinwald, A., Murphy, F.A., Prina-Mello, A., Poland, C.A., Byrne, F., Movia, D., Glass, J.R., Dickerson, J.C., Schultz, D.A., Jeffree, C.E., et al. (2012). The threshold length for fiber-induced acute pleural inflammation: shedding light on the early events in asbestos-induced mesothelioma. *Toxicol. Sci.* 128, 461–470.
  41. Chernova, T., Sun, X.M., Powley, I.R., Galavotti, S., Grosso, S., Murphy, F.A., Miles, G.J., Cresswell, L., Antonov, A.V., Bennett, J., et al. (2016). Molecular profiling reveals primary mesothelioma cell lines recapitulate human disease. *Cell Death Differ.* 23, 1152–1164.

## STAR★METHODS

### KEY RESOURCES TABLE

(Continued on next page)

**Continued**

**CONTACT FOR REAGENT AND RESOURCE SHARING**

## EXPERIMENTAL MODEL AND SUBJECT DETAILS

### Experimental animals

Eight-week-old female C57BL/6 strain mice (Charles River Laboratories, UK) were used in this study. Mice were kept in a maximal group size of five in standard caging with sawdust bedding within a pathogen-free Home Office approved facility. Mice were maintained on a normal 12 hr light and dark cycle. Prior to treatment, mice were kept for 7 days in the facility to acclimatize. The work was carried out by staff holding a valid UK Home Office personal license under a Home Office approved project license.

### Human subjects

Informed consent was obtained from all subjects with Ethical Committee Approval – LREC 08/H0406/226. Tissues from 13 patients were analyzed in this study, including 1 female and 12 males aged 45–78 years [41].

### Fiber samples

The fiber panel consisted of one sample of short, straight CNT (SNT), one sample of long, straight CNT (LNT), short-fiber amosite asbestos (SFA) and long-fiber amosite asbestos (LFA). The SNT sample, produced by the catalytic vapor discharge method (CVD), was purchased commercially (Nanostructured & Amorphous Materials, TX, USA). The LNT sample was produced in an academic research laboratory (University of Manchester, Manchester, UK) using the CVD method. Mixed-length amosite asbestos enriched for long fibers (LFA), and shortened amosite asbestos [17] were used to link the response to asbestos pathogenicity. Both LFA and SFA were created from the same batch of South African amosite [18] obtained from the Manville Corporation, United States. SFA was prepared by grinding long fibers in a ceramic ball mill, and the resulting fiber preparation sedimented in water. Physical characteristics (diameter and length) were measured from scanning electron microscopy (SEM) and transmission electron microscopy (TEM) images of the dispersed fiber samples, as previously described by Poland et al. [11] (Figure S1). Trace soluble metal contaminants previously tested and reported by Poland et al. [11] were low and, thus, not considered to play a role in these studies.

### Intrapleural injection

Injection directly into the pleural space without perforating the lungs was enabled by the addition of a sleeve over the tip of the 27-Gauge needle, which prevented the needle from passing through the pleural space into the lungs [1]. Mice were randomly allocated to the treatments and received injection of one of the following: vehicle control (VC), SFA, LFA, SNT or LNT. For 1 and 12 weeks exposure, CNT samples were injected into the pleural cavity at a dose of 5  $\mu\text{g}/\text{mouse}$ ,  $n = 4$  in each treatment group. For 6 months and 1 year exposure, the treatments were as follows: VC, LFA and LNT, with  $n = 4$  in each treatment group, at a dose of 2.5  $\mu\text{g}/\text{mouse}$  (100  $\mu\text{L}$ ) of LNT. For prolonged (up to 20 months) exposure, mice were injected with 1  $\mu\text{g}/\text{mouse}$  of LNT ( $n = 4$ ), 0.5  $\mu\text{g}/\text{mouse}$  of LNT ( $n = 5$ ) or 0.2  $\mu\text{g}/\text{mouse}$  of LNT ( $n = 12$ ). Asbestos fiber samples were administered at a dose of 25  $\mu\text{g}/\text{mouse}$  (100  $\mu\text{L}$ ) ( $n = 4$  for short-term studies and  $n = 16$ , prolonged exposure) or at 50  $\mu\text{g}/\text{mouse}$  ( $n = 16$ , prolonged exposure). 0.5% BSA/saline (100  $\mu\text{L}$ ) was injected into mice as a vehicle control (VC). After 1 week, 12 weeks, 6 months, 1 year and 18–20 months, mice were humanely killed and tissues were collected for further examination. Animal IDs, indicated in the Figures, were as follows: #610 - LNT-exposed mouse that developed mesothelioma at 1 year study completion point; ## 621, 622, 623 - LNT-exposed mice that did not have a tumor at 1 year study completion point; ## 612, 613, 614, 615 - VC; #398 - LFA-exposed mouse; #461 - low-dose LNT-exposed mouse that developed mesothelioma after 17 months exposure; ## 616–620 - LFA-exposed mice with inflammatory lesions.

## METHOD DETAILS

### Experimental Design

All experiments were reproduced in at least three biological repeats. For *in vivo* experiments, sample sizes were chosen on the basis of prior experiments which have elicited significant results with a similar number of mice. With the exception of histological analysis, data collection and analyses were not performed blind. Data were considered statistically significantly different at  $p < 0.05$ . No data were excluded from any dataset.

### Tissue dissection

The lower-right posterior portion of the chest wall and half of the diaphragm were carefully removed from the mice. The tissue was washed in ice-cold saline, fixed in 10% formalin for 4 hr and transferred to 70% ethanol. Samples were embedded in paraffin, sectioned, and used for H&E, immunostaining and PALM microdissection. The pleurae were dissected from the surface of the chest wall and snap frozen for kinome profiling. The other half of the diaphragm was snap frozen for RNA extraction and PALM microdissection.

### Kinome profiling

Kinome profiling was performed using Phospho-Kinase Array Kit according to manufacturer's protocol (R&D Systems, Oxford, UK). Pleural tissues from fiber-exposed and control mice were collected by dissection, homogenized and lysed, the lysates from the pleurae of 4 animals were pooled for each treatment group. Lysates, cleared by centrifugation, were loaded onto the provided

membranes pre-coated with capture antibodies, and the presence of bound phospho-proteins was determined by western blotting with a mixture of detection antibodies. The signal intensities for kinase phosphorylation were determined in duplicate by densitometry and normalized on the provided positive control. The status of kinase phosphorylation in the pleurae of fiber-exposed animals is reported relative to the vehicle control.

### RNA microarrays

Total RNA from control and fiber-exposed animals ( $n = 4$ ) was extracted by TRIzol (Fisher Scientific, Loughborough, UK) and then used for labeling and hybridization. Hybridization to 60K whole mouse genome microarray gene expression chips was conducted following manufacturer's protocol (Agilent Technologies, Berkshire, UK). Briefly, total RNA from control and fiber-exposed mice, 12 weeks post-injection, was used for labeling and hybridization. RNA samples were Cy3-labeled using Agilent Low Input Quick Amp 1-color Labeling Kit (Agilent Technologies, Berkshire, UK). The level of dye incorporation was evaluated using a spectrophotometer (Nanodrop ND1000, LabTech). Labeled RNA was then fragmented in the appropriate buffer (Agilent Technologies, Berkshire, UK) for 30 min at 60°C before dilution (v/v) in hybridization buffer. Hybridization to 60K high-density oligonucleotide microarray slides was performed in a microarray hybridization oven (Agilent Technologies, Berkshire, UK) overnight at 65°C. Following hybridization, the slides were rinsed in gene expression wash buffers 1 and 2 and immediately scanned using a DNA Microarray Scanner (Model G2505C, Agilent Technologies, Berkshire, UK).

### Immunohistochemistry

Chest wall or diaphragm sections (5  $\mu$ m) were deparaffinized with xylene and rehydrated. Antigen retrieval was carried out by incubating the slides in citrate buffer (pH 6.0) at 95°C for 15 min. Sections were blocked with 10% goat serum for 30 min at room temperature. Primary antibodies were diluted in 1% goat serum/0.1% BSA/PBS. Sections were incubated with primary antibodies (KEY RESOURCE TABLE) overnight at 4°C. Sections were washed with Tris-buffered saline with 0.1% Tween 20 (TBST) and incubated with 3% H<sub>2</sub>O<sub>2</sub> for 10 min at room temperature to block endogenous peroxidase activity. Sections were washed before incubation with biotin-labeled secondary antibodies (anti-Rabbit: Abcam, pre-diluted; anti-Mouse: DAKO LSAB2 System-HRP, anti-Rat: Invitrogen Histostain Kit pre-diluted) for 30 min at room temperature. Staining was visualized using a HRP/DAB detection system Abcam (Cambridge, UK) or Histostain-Plus detection System (Life Technologies). Control IHC experiments (data not shown) were performed without primary antibody. All sections were counterstained with Gill's hematoxylin and mounted for digital slide scanning using a Hamamatsu slide scanner (NanoZoomer-XR Digital slide scanner C12000-01; Welwyn Garden City, Hertfordshire, UK). An ImageJ Color Balance Plugin, set with the same scaling factor for all images, was applied to all scanned images to normalize scanner background.

The proportion of each cell type in the lesions was determined by counting the number of positively stained cells in 5 random fields of view and dividing by the total number of cells (between 700–1000 cells per cell-marker per treatment group were counted).

Quantification of Ki-67 and phospho-Histone H3-positive cells was carried out by counting the number of positively stained cells in 5 random fields of view and dividing by the total number of cells (between 700–1000 cells per animal were counted,  $n = 3$  per group). Data presented as mean  $\pm$  SD. Statistical significance of data was estimated using two-tailed Student's *t* test.

### Laser microdissection and RNA analysis

How the deposited data were processed for this re-analysis (not part of the article)

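The arrays measured RNA from the frozen part of the diaphragm of 20 female C57BL/6 mice, with 4 mice in each of the groups VC, SFA, LFA, SNT, and LNT, 12 weeks after injection. SFA and LFA were given at 25 μg and SNT and LNT at 5 μg per mouse. The authors labeled the RNA with a single dye, hybridized it to 60K mouse arrays, and deposited the scanner software's output for each array. The deposited signal of a spot is an intensity from which the scanner software had subtracted the background. The authors also deposited a table of log2 values that they had normalized in GeneSpring, and this table was used for the comparison with the scanner output and as an alternative.

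Spots that the scanner software marked as outliers, 92 to 204 per array, were left out, and 0 spots were saturated. The 59305 noncontrol spots were joined into 55681 probes by averaging the spots of a probe. The log2 intensity of each probe was set relative to the 75th percentile of its array. A probe entered the tests when it was well above background, by the scanner software's own mark, on at least 4 of the 20 arrays, and 36930 probes did, of which 25107 were well above background on all arrays. The correlation between arrays ran from 0.865 to 0.986, so no array was a copy of another. Gene names came from the files, and 27235 accessions were found again in the GRCm38.p6 gene table, which served for names only. Probe positions are those of the files (NCBI37).

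The tests used R 4.3.3 with limma 3.58.1 and data.table 1.17.8. A single linear model with a mean for each group was fitted to all arrays, with moderated variances, and each fiber group was compared with VC, LFA with LNT, LFA with SFA, and LNT with SNT, along with the difference of length effects between asbestos and nanotubes. Probes were called at a log2 change of at least 1 and a Benjamini-Hochberg adjusted p under 0.05. The probes for clustering were those that passed limma's test over the 4 fiber groups and changed at least 2-fold in 1 of them. The test of the paper's methods, which allows unequal variances, was run on the same values. Clustering, silhouettes, and permutation tests were run in R, and Python 3.11.15 served to read the files and draw the figures, with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9. The paper does not state the clustering distance, and Euclidean distance was used.

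The steps were tested on simulated data before use. Of 200 probes of 36930 changed by 1.5 or 2 on the log2 scale between simulated LFA and VC arrays, 87 were called (43.5%), along with 2 probes that had not been changed. Of 200 changed by 4, 184 were called. The correlation of changes that share control arrays was set against 1000 simulated draws of unchanged groups. Chance was assessed with all 35 divisions of 8 arrays into 4 and 4, or with 100 drawn regroupings where there were more.

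The genes named were fixed by a rule. It took the 8 increased and 4 decreased genes with the largest of the smaller of the LFA and LNT changes, among probes called in both and with every long-fiber array beyond every VC array, and 17 genes that the paper names. A gene is represented by its brightest probe. A fold against a group that was not well above background is given as a lower bound. The 19 lists comprise inflammatory response, humoral immune response, complement, protein synthesis, cell cycle, DNA replication and repair, cellular movement, cellular assembly and organization, hematological system, and markers of macrophages, T cells, B and plasma cells, granulocytes, mesothelium, fibroblasts and matrix, skeletal muscle, adipocytes, liver, and lung. Lists were tested with camera at a correlation of 0.01, with camera at an estimated correlation, and with fry. Scores per mouse were compared by exact permutation tests.

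The comparisons, lists, the rule for the named genes, and most alternatives were fixed before the data were examined. The alternatives were quantile normalization, background correction by normexp (offset 50), no filter, a filter on all arrays, averaging by gene, the authors' table, slide as a block, replicate number as a block, fitting only the groups compared, and leaving out each array in turn. A scan block and covariates for a liver score, for array brightness, and for the 5′ to 3′ index were chosen after seeing the data. The 5′ to 3′ index is the mean difference between probes of 2554 transcripts with probes at least 1000 bases apart. Array brightness is the log2 75th percentile. Equal replicate numbers in different groups do not mark the same animal, and no pairing was used except in the alternative with replicate number as a block. The network software was not available, and the kinase arrays, immunohistochemistry, microdissected samples, and methylation data of the paper are not part of the deposited arrays and were not analyzed here.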

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

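The tests of a second Cdkn2a probe and of whether liver genes vary together were chosen only after the results had been seen.

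In 12 of 255 sets of 4 arrays, 4.71%, the highest or lowest array stood apart from the other 3, and chance alone gives about 1 in 20. Among genes, Cxcl5 was at 2.73 (log2 signal) in LFA replicate 4, where the other LFA mice were at 0.74 to 0.99. Fam162b was at −6.10 in VC replicate 2 against −7.17 to −7.15, although none of these VC arrays was well above background. Clec4n was at 4.24 in LNT replicate 2 against 3.19 to 3.32. In SNT replicate 4, 4933405E24Rik was at 0.50 against −0.66 to −0.62, and Timp4 at −0.23 against 1.79 to 2.00. In LNT replicate 2, Wt1 was at 4.38 against 3.35 to 3.46 and Nf2 at −0.27 against 0.25 to 0.35. Among list scores, protein synthesis in LNT replicate 2 was 0.015 against −0.48 to −0.41, and cellular movement in SFA replicate 2 was −0.016 against 0.31 to 0.36. The hematological score of VC replicate 3 was 0.49 against −0.18 to −0.15, and the macrophage score of LNT replicate 3 was 3.17 against 2.46 to 2.52. The mesothelial score of LFA replicate 2 was −0.70 against 0.49 to 0.70. Their number is near that of chance, and for single mice no technical or biological explanation was tested.

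Cdkn2a was higher than in VC by 2.75 (log2) in LFA and by 2.66 in LNT (SE 0.45, limma adjusted p = 0.00276 and 0.00167), in diaphragm tissue at 12 weeks, for which the paper reports no array value of this gene. All 4 mice of each group lay above every VC mouse. Over the alternatives the change ran from 2.24 to 3.08 in LFA and from 2.17 to 2.99 in LNT, with limma adjusted p of at most 0.0159 and 0.0112. Slide was tested by adding it as a block, and the larger of the adjusted p-values was then 0.0112, which argues against slide as the cause. A fault of a single probe was tested with the other probe of the gene, which was at least 4.31-fold higher in LFA and at least 3.69-fold higher in LNT, so 2 of 2 probes were called in both groups. The different transcripts of this locus were not separated. Whether more macrophages in the tissue raise the signal cannot be told apart from other sources. Over the 8 LFA and LNT arrays Pearson r between Cdkn2a and the macrophage score was −0.30 (exact permutation p = 0.476, adjusted 0.631 over 5 relations) and Spearman rho −0.17 (p = 0.703), r was 0.58 without the 2 arrays farthest from the median, and no slide held enough of these arrays for a value of its own. In SFA and SNT the gene was at 0.30 and −0.46 relative to VC (limma unadjusted p = 0.510 and 0.319). The rise was thus seen with long fibers only, in mice that the paper allocated at random. Whether it reflects a shift in cell types remains open.

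Liver transcripts were found in the diaphragm RNA. The liver score exceeded that of every VC array (highest 3.56) in 7 fiber-exposed arrays, namely SFA replicates 2 (6.36) and 3 (3.94), LFA replicates 1 (6.54) and 3 (6.60), SNT replicates 3 (7.96) and 4 (7.89), and LNT replicate 3 (3.97). The abundant Alb ranged from −1.94 to 10.14 (log2 signal) over the 20 arrays. Of the 12 liver genes, 8 were well above background in all VC arrays and 0 belong to another list. The genes rose and fell together, with a mean pairwise r of 0.955, in line with liver tissue on some diaphragm pieces. Fiber treatment cannot be told apart from chance as a source of the differences (permutation p = 0.784 over the 5 groups), and neither can slide (permutation p = 0.318), since single groups held arrays with high and low scores. Mean scores were 2.11 in SFA, 2.29 in LFA, 3.48 in SNT, and 2.27 in LNT relative to VC, with SDs of 1.97 to 5.16.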

How the results depend on the processing

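The scan block and the liver, 5′ to 3′, and brightness covariates were chosen after seeing the data. The cause was not tested for any change below. Fitting only the groups compared and leaving out arrays use fewer samples and alter the estimate of the spread that the groups share. Without SNT replicate 4 the median LFA and LNT changes against VC stayed at −0.28 and −0.25. The higher counts against VC in these groups there thus came from the shared spread.

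A count was taken as staying in place when it was within 1.5 times the count reported, an r when it moved by less than its leave-one-out error, and a silhouette when it moved by less than 1 SD over the arrays, so changes below these limits are included. For the counts of calls, the correlations, the clustering, and the number of list tests passed, 127 values under alternatives other than leaving out an array stayed in place and 28 moved, and 218 stayed and 22 moved when single arrays were left out. For the gene lists 335 values kept their direction and their side of the threshold, 90 lost significance, 8 gained it, and 11 changed sign. For the named genes the numbers were 496, 14, 7, and 5, and with single arrays left out 1117, 29, 4, and 10.

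The LFA count (1455 against VC) was 915 with no filter, 899 with the slide block, 2869 with the 5′ to 3′ index as a covariate, and 588 when only the groups compared were fitted. The LNT count (2514) was 1328 with the slide block, 1187 with the scan block, 4125 with the 5′ to 3′ index, and 1367 with brightness as a covariate. LFA against SFA (429) gave 718 with the 5′ to 3′ index, 281 with brightness, and 171 when only the groups compared were fitted. LNT against SNT (2806) gave 756 with the slide block, 886 with the scan block, 4683 with the 5′ to 3′ index, and 1781 when only the groups compared were fitted. The probes that differed in any fiber group (2175) were 1296 with the slide block, 1283 with the scan block, 3811 with the 5′ to 3′ index, and 783 with brightness. The SFA count by limma of 0 (843 at an unadjusted p under 0.05) was 1 with normexp, 1 with the filter on all arrays, and 1 with brightness, each time Dbp, at −2.33 (limma adjusted p = 0.0274), −2.32 (0.0322), and −2.33 (0.0386). With the 5′ to 3′ index it was 4, namely a pair of Dbp probes at −2.48 and −2.46, Nr4a1 at −2.32, and Slc25a33 at −1.29, all chosen after their values were seen. The SNT count stayed at 0 in limma under these alternatives, with 1288 at an unadjusted p under 0.05. When only the groups compared were fitted, limma again called 0 for SFA, SNT, and LFA against LNT, with 812, 597, and 754 probes at an unadjusted p under 0.05.

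With single arrays left out, the LFA count ran from 466 (without LFA replicate 2) to 2639 (without SNT replicate 4) and the LNT count from 1391 (without LNT replicate 4) to 3095 (without SNT replicate 4). SFA gave 0 to 1, the 1 being Dbp without LNT replicate 2 or 3. LFA against LNT gave 0 to 6, the 6 without LFA replicate 2 and including Dll3, 1700012I11Rik, and 1700022N22Rik. LFA against SFA gave 155 (without LFA replicate 2) to 527 (without LFA replicate 3), and LNT against SNT 1743 (without LNT replicate 2) to 5499 (without SNT replicate 4). The probes of any fiber group ran from 1410 (without LNT replicate 4) to 3904 (without SNT replicate 4). The r between LFA and LNT changes ran from 0.73 to 0.90, and that between both length comparisons from 0.46 to 0.70. Of the named genes, Cd3e ran from −0.36 to 0.10 in LFA and from −0.12 to 0.46 in LNT, Dnmt3a from −0.31 to 0.031 in LNT, and Ly6g from −0.057 to 0.51 in LFA.

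The mean silhouette of 0.544 was 0.127 over all detected probes, 0.104 over the probes with the largest variance, and 0.766 with 1 minus Pearson correlation. Of 54 list tests passed with camera, 12 passed with an estimated correlation and 24 with fry. Quantile normalization, which gave 426 higher and 42 lower probes for LFA against SFA and 2193 and 656 for LNT against SNT (380 and 49, and 1807 and 999, otherwise), changed the sign of protein synthesis in LFA (0.14), LNT (0.15), and SFA (0.025), of lung in LFA (0.12) and LNT (0.13), of cellular assembly in SFA (0.073), of adipocytes in SFA (0.029), and of macrophages in SNT (−0.050). The slide block did so for mesothelium in SFA (0.015), adipocytes in SFA (0.069), and the inflammatory response in SNT (0.017). Msln in LNT (0.064) and Svil in LNT (0.22) changed sign under quantile normalization. Cd3e did so in LFA with the slide block (0.093) and the 5′ to 3′ index (0.34), and in LNT with brightness (−0.16). With quantile normalization the limma camera adjusted p of protein synthesis was 0.00609 in LFA and 0.00339 in LNT and that of cellular assembly in SFA 0.0170, each relative to all other genes, and the other values in this paragraph that changed sign were not significant.

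The number of calls in LFA against VC, LNT against VC, LFA against SFA, and LNT against SNT was reached by 1 of 35 divisions of the arrays, the real one. The other divisions gave at most 2 calls. This argues against chance for these but does not exclude it, since 1 of 35 is the smallest share that 4 against 4 arrays can give. The p of the inflammatory response list in LFA and in LNT was also reached by 1 of 35 divisions only. The exact permutation p of its scores was 0.0286, the smallest possible, and 0.0944 when adjusted over all lists. From that smallest p the adjustment could pass only if most of the 76 comparisons reached it too. The adjusted value thus cannot decide about chance for this list. Chance is also unlikely for the probes of any fiber group (2 of 100 regroupings, the real one included). The r between LFA and LNT was reached by 2 of 100 regroupings and the r between the length comparisons by 1 of 100. In the simulation of unchanged groups 42 and 26 of 1000 draws reached them, counting the upper tail only. With both tails counted, the r of 0.850 and 0.630 lay inside the limits of the draws, which ended at 0.871 and 0.634. The simulation thus does not exclude chance for these r. Chance cannot be excluded for the number of list tests passed either (12 of 100). Every division reaches a count of 0 by construction, as for SFA, SNT, and LFA against LNT in limma (35 of 35 each; 843, 1288, and 572 probes at an unadjusted p under 0.05) and for the length effect of asbestos against nanotubes (limma 0 calls, 1273 at an unadjusted p under 0.05, 100 of 100), so for these the divisions say nothing about chance.

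With a replicate block, which pairs mice by replicate number alone, the counts were 1217 for LFA, 2230 for LNT, 329 for LFA against SFA, 2483 for LNT against SNT, and 1786 for any fiber group. Array signal limits what small changes can be seen, since 53.0% to 68.1% of spots were well above background.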

Differences from the paper's values

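The paper states no number from the arrays for a measure that was also computed here. It does state a fold change of Stat3 mRNA, by qPCR in microdissected areas, while the arrays measured whole diaphragm pieces. In Fig. 1C nearly all probes in the heatmap are high in LFA and LNT and low in the other groups. Of the 2175 probes that differed in any fiber group, 1356 were higher in LFA and LNT than in VC and 819 lower. With the methods' test the numbers were 1410 and 1235, with quantile normalization 1622 and 508, and over the probes with the largest variance 789 and 211. None of these settings, which were fixed before the data were examined, gave nearly all probes as higher, and over all detected probes more were lower (24574) than higher (12356). Without SNT replicate 4 more were lower as well (2305) than higher (1599).

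The tree over the groups in Fig. 1C joins VC with SFA before SNT. On the 2175 probes VC was closer to SNT (25.2) than to SFA (26.4), and the tree joined VC with SNT first. It did so too with complete linkage, with 1 minus Pearson correlation, with the authors' table, and in 14 of 20 analyses with an array left out. VC and SFA were joined first, as in the figure, on all detected probes, on the probes kept by the methods' test, with quantile normalization, and without VC replicate 1 or 4, SFA replicate 1, or SNT replicate 1, 2, or 4. On the probes with the largest variance SFA and SNT were joined first.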

Other observations

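The tests of slide and of a lower share of muscle RNA as explanations of the probes called in both LFA and LNT, and of scaling for the decreased probes, of liver RNA as a source of complement transcripts, and of the principal components, were chosen only after the results had been seen.

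For the 1206 probes called in both LFA and LNT, several technical explanations were tested by adding a covariate or a block. With the liver score 973 were still called in both, with the 5′ to 3′ index 1165, with array brightness 655, and with slide 729. Most of the 1206 were thus still called with each. The median 75th percentile was higher in LFA (716) and LNT (816) than in VC (575). A call lost with brightness therefore need not mean that brightness caused it. The increased probes were less affected than the decreased ones. Of 786 increased probes 735, 771, 555, and 554 were still called in both, and of 420 decreased probes 238, 394, 100, and 175. Brightness and slide thus each removed most of the decreased calls. A lower share of muscle RNA alone would raise all other cell types alike. The marker lists moved apart by 2.86 (log2) between macrophages and adipocytes in LFA and by 3.97 in LNT. The SDs between mice of these lists were 0.68 and 0.73 in LFA and 0.34 and 0.33 in LNT. The liver list, with an SD of 4.94 in LFA and 1.97 in LNT, was left out. The increase of the probes may be biological, as a response to long fibers or a change in the cells present, and this remains a hypothesis since both were found on the same arrays.

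The decreased probes are less certain. Under quantile normalization 192 of 420 were still called lower in both, so their number depends on the scaling. Within groups their mean level fell with array brightness at Pearson r = −0.41 (permutation p = 0.0740, adjusted 0.185 over 5 relations) and Spearman rho = −0.41 (p = 0.0725), and r was −0.24 without the 2 arrays farthest from the median. On the 3 slides, with 5, 8, and 7 arrays, r was −0.65, −0.51, and −0.10. Brightness as a cause cannot be told apart with 20 arrays. The increased probes showed no such relation (r = 0.04).

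Among the cell type lists, macrophage markers rose by 2.14 ± 0.68 in LFA and 2.67 ± 0.34 in LNT, where 1 mouse, LNT replicate 3, stood above the others. Of its 20 genes 14 were called in LFA over all probes and 19 adjusted over the list alone, and 18 and 19 in LNT. B and plasma cell markers rose by 1.30 and 1.55, fibroblast and matrix markers by 0.89 and 1.34, and T cell markers by 0.69 and 0.91. Granulocyte markers were at 0.68 in LFA and at −0.10 in LNT, where the median was 0.06 and the test's direction up. Mesothelial markers were at 0.28 in LFA, with 3 mice above all VC mice and 1 below, and at −0.39 in LNT. Adipocyte markers fell by 0.73 and 1.30. Lung markers, with 5 genes measured, were at −0.12 and −0.07, while the direction of the test relative to all genes was up in both and the LNT median was 0.27. In this tissue 18 of 20 macrophage genes and 27 of 27 muscle genes were well above background in all VC arrays, and 10 of the 10 B and plasma cell genes are in another list. No list differed detectably between LFA and LNT (lowest exact permutation p = 0.143, mesothelial markers, adjusted 0.746).

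Complement genes scored 0.96 and 0.99 in SNT replicates 3 and 4, which had the highest liver scores, and liver RNA may add to this list there. For the rise in LFA and LNT, liver was tested on the 5 LFA and LNT arrays with a liver score below the highest VC array. Their complement scores were 1.19 to 1.60, against at most 0.15 in VC, which argues against liver as the whole cause. With the liver score as a covariate the complement score was 1.20 above VC in LFA, 1.31 in LNT, and 0.25 (SE 0.21) in SNT.

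Skeletal muscle markers fell by 1.13 ± 0.21 in LFA and 1.23 ± 0.11 in LNT, and all 4 mice of each group scored below every VC mouse. They were at −0.42 ± 0.25 in SFA, with 3 of 4 mice below every VC mouse, and at −0.22 ± 0.68 in SNT, where replicate 4 was at −1.01. Camera passed the SFA change (limma camera, adjusted p = 3.21e-06), and fry (0.239) and an estimated correlation (0.282) did not. Scaling was tested as an explanation, and under quantile normalization the change closer to 0 was −0.78, below the median shift of all probes of −0.11, so scaling alone does not account for it. A smaller share of muscle in the tissue taken and a lower expression in muscle both remain open, and these were not tested.

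For genes that the paper follows in other samples, the diaphragm arrays gave these values. Of 17 such genes limma called 4 in LFA and 5 in LNT over all probes, and 6 and 5 adjusted over the list alone, with 9 and 6 at an unadjusted p under 0.05. Il6 rose by 3.70 in LFA and 4.06 in LNT (limma adjusted p = 0.000630 and 0.000135), although it was well above background on only 1 of 4 VC arrays. Cd68 rose by 1.95 and 2.39 (0.00443 and 0.000393). Pik3cg rose by 1.78 and 2.24 (0.0290 and 0.00423), and with single arrays left out the LFA value reached 0.0936. Ptprc rose by 1.30 in LFA (0.0638) and 1.91 in LNT (0.00654). Stat3 transcript did not change detectably, at 0.36 and 0.14 (0.383 and 0.796), and a second probe gave −0.62 and 0.21. The paper reports by qPCR that Stat3 rose several-fold in microdissected mesothelial layer and stroma. These are parts of the tissue, whereas the arrays measured pieces that also hold muscle, so the values are not directly comparable. The remaining genes, apart from Cdkn2a, lay between −0.81 (Nf2) and 1.60 (Mki67) in LFA and between −0.67 (Bap1) and 0.77 (Ly6g) in LNT. Among them Bap1 had an adjusted p under the threshold in LNT (0.0454) without a 2-fold change, and Wt1 and Nf2 each had a single LNT array apart from the others.

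Probes of immunoglobulin genes made up 10.9% of the increased probes called in both groups. Of 138 tested, 86 were called higher in LFA and 110 in LNT. Probes of lincRNAs were 21.9% of all tested probes (8073), but 4.20% of the increased and 17.6% of the decreased probes called in both. No explanation was tested for this.

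The 5′ to 3′ index followed the difference between 5′ and 3′ probes of Gapdh over the 20 arrays, with Pearson r = 0.906 and Spearman rho = 0.874 (permutation p = 1e-05 each, the smallest that the permutations can give, adjusted 5e-05 over 5 relations). It was 0.871 without the 2 arrays farthest from the median and 0.930, 0.926, and 0.891 within the 3 slides. The first 3 principal components of all detected probes held 32.2%, 21.6%, and 16.8% of the variance. Of 9 relations of these to the liver score, the index, and array brightness, 4 passed the adjustment, and the sign of a component is arbitrary.

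The first component followed the 5′ to 3′ index with Pearson r = −0.79 (permutation p = 4e-05, adjusted 0.00036), Spearman rho = −0.79 (p = 1e-04), and r = −0.75 without the 2 arrays farthest from the median, and with −0.84, −0.81, and −0.89 within the 3 slides. With the liver score its r was 0.63 (p = 0.00263, adjusted 0.00592), rho 0.53 (p = 0.0167), 0.58 without 2 arrays, and 0.66, 0.48, and 0.62 within slides. The second component had r = −0.65 with the liver score (p = 0.00166, adjusted 0.00498), rho −0.60 (p = 0.0059), −0.50 without 2 arrays, and −0.77, −0.54, and −0.33 within slides. The third had r = 0.76 with array brightness (p = 0.00013, adjusted 0.000585), rho 0.58 (p = 0.00778), and 0.62 without 2 arrays, but within slides r was −0.72, 0.81, and 0.87, so the relation did not hold on the slide with 5 arrays. On this component the LFA and LNT arrays lay between −8.22 and 106 and the others between −181 and 36.5, so that long fibers and brightness are partly mixed in it.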
